# Urothelial organoids originating from Cd49f^high^ mouse stem cells display Notch-dependent differentiation capacity

**DOI:** 10.1038/s41467-019-12307-1

**Published:** 2019-09-27

**Authors:** Catarina P. Santos, Eleonora Lapi, Jaime Martínez de Villarreal, Laura Álvaro-Espinosa, Asunción Fernández-Barral, Antonio Barbáchano, Orlando Domínguez, Ashley M. Laughney, Diego Megías, Alberto Muñoz, Francisco X. Real

**Keywords:** Differentiation, Stem cells, Bladder

## Abstract

Understanding urothelial stem cell biology and differentiation has been limited by the lack of methods for their unlimited propagation. Here, we establish mouse urothelial organoids that can be maintained uninterruptedly for >1 year. Organoid growth is dependent on EGF and Wnt activators. High CD49f/ITGA6 expression features a subpopulation of organoid-forming cells expressing basal markers. Upon differentiation, multilayered organoids undergo reduced proliferation, decreased cell layer number, urothelial program activation, and acquisition of barrier function. Pharmacological modulation of PPARγ and EGFR promotes differentiation. RNA sequencing highlighted genesets enriched in proliferative organoids (i.e. ribosome) and transcriptional networks involved in differentiation, including expression of Wnt ligands and Notch components. Single-cell RNA sequencing (scRNA-Seq) analysis of the organoids revealed five clusters with distinct gene expression profiles. Together with the use of γ-secretase inhibitors, scRNA-Seq confirms that Notch signaling is required for differentiation. Urothelial organoids provide a powerful tool to study cell regeneration and differentiation.

## Abstract (web summary)

The biology of the urothelium has been difficult to study given the lack of methods to propagate these cells. Here, the authors generate mouse urothelial organoids derived from bladder urothelial cells with high CD49f/ITGA6 and define what regulates urothelium differentiation, which is PPARγ, EGFR and Notch signalling.

## Introduction

Urinary bladder diseases, most notably cystitis and bladder cancer, are important medical problems that generate high costs to the health systems worldwide. The bladder, ureters, renal pelvis, and part of the urethra are lined by a multilayered epithelium with some features reminiscent of the skin epidermis. The urothelium consists of three cell types (basal, intermediate, and umbrella) organized in 3–7 layers, with considerable species-related variation (Fig. 1a). In the mouse, basal cells are small, cuboidal, and express CD44 and KRT5; a fraction thereof express KRT14 and have stem cell properties^1^. Intermediate cells are larger, express KRT5, KRT8, KRT18, and uroplakins UPK1a, 1b, 2, 3a and 3b. Luminal umbrella cells are largest, multinucleated, highly specialized cells expressing high levels of uroplakins and KRT20^2–4^. Umbrella cells constitute the physiological barrier to the passage of water, electrolytes, and urea through tight junctions, responsible for the high resistance paracellular pathway^5^; a role for other urothelial cell types in barrier function has not been demonstrated^6^. Unlike the skin epidermis, the urothelium has a very slow turnover^7^ yet it preserves a robust capacity to restore epithelial integrity upon damage^1,8^.

**Fig. 1:**
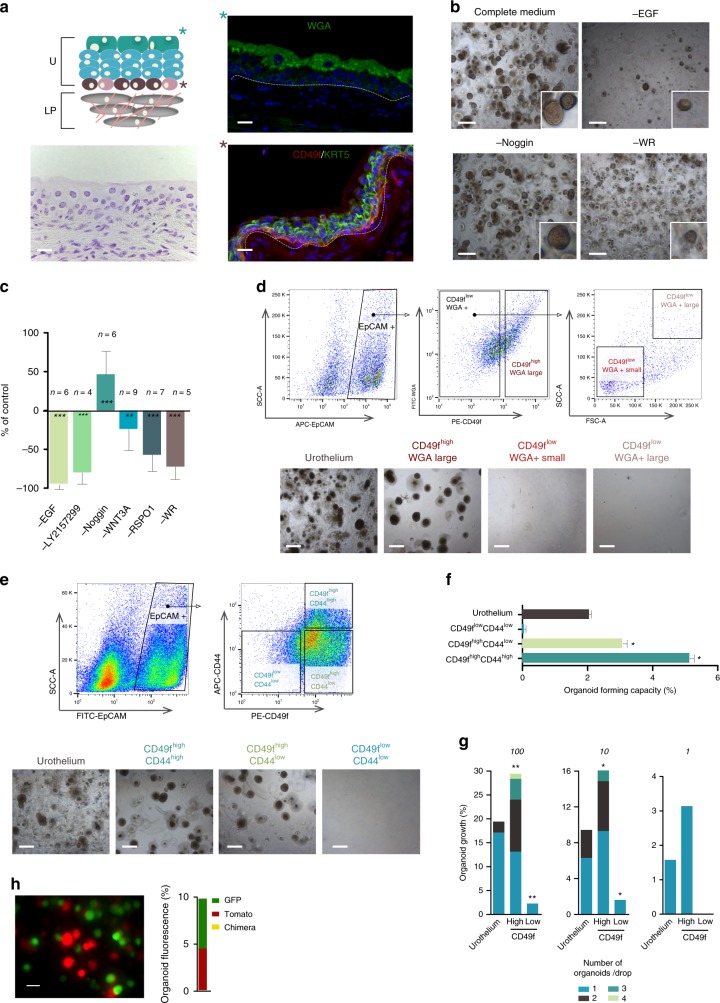
CD49f labels an organoid-forming urothelial cell population with stem cell features. **a** Urothelial cyto-organization highlighting the three cell layers: basal (CD49f and KRT5), intermediate (KRT5), and luminal (WGA-binding) markers. U, urothelium; LP, lamina propria (scale bar, 50 μm). Color code for the scheme: brown, basal; pink, basal-proliferative; blue, intermediate; green, umbrella. **b** Representative images of organoids from low-passage urothelial cell suspensions embedded in Matrigel in complete medium (upper left). The remaining panels correspond to the leave-one-out experiments (see panel **c**) (scale bar, 500 μm). **c** Quantification of organoid growth in leave-one-out experiments (WR condition: WNT3A and RSPO1 were omitted). Number of organoids normalized to complete medium; error bars indicate SEM. **d**, **e** FACS plots depicting the analysis and isolation of fresh epithelial cells according to cell surface markers (EpCAM, CD49f, CD44, and WGA) and size (*n* = 2) (scale bar, 500 μm). **f** Quantification of the organoid-forming capacity of freshly isolated and sorted urothelial cells (100 cells/Matrigel drop) compared to the unsorted population (Urothelium); results from a representative experiment (*n* = 2); error bars indicate SEM. **g** Clonal growth capacity of freshly isolated urothelial cells FACS-sorted according to CD49f expression (CD49f^high^ vs. CD49f^low^) and seeded at 1, 10, and 100 cells/Matrigel drop (*n* = 3). The proportion of Matrigel drops showing outgrowth (bars, *Y-*axis) and the number of organoids/drop (1, 2, 3, and 4; according to the color code) are shown. **h** Monoclonal origin of organoids established starting from a 1:1 mixture of EGFP- and mTomato-expressing cells (*n* = 2) (scale bar, 500 μm). ANOVA and Mann–Whitney tests were applied; *p ≤ 0.05, **p ≤ 0.01; ***p ≤ 0.001. Source data are provided as a Source Data file

Several key transcription factor networks involved in urothelial proliferation/differentiation have been identified using 2D cultures and genetic mouse models. PPARγ is expressed in the urothelium throughout embryonic development and in the adult^9^ and it has been shown to participate in proliferation and differentiation, cooperating with FOXA1, KLF5, and EGFR signaling^10–12^. The Southgate laboratory has shown that EGFR inhibition can potentiate the activity of PPARγ agonists and up-regulate the expression of urothelial differentiation markers^13,14^. Retinoic acid signaling also plays an important role in the differentiation of urothelial cells during development and in tissue regeneration upon damage in the adult bladder^15^. However, the role of these pathways in urothelial differentiation is incompletely understood, in part due to the lack of methods to continually propagate normal cells, and improved cellular models are critically required.

In recent years, three-dimensional (3D) organoids have become a powerful tool to study the molecular and cellular basis of epithelial differentiation, allowing consistent culture and perpetuation^16^. Organoids are derived from cells capable of self-renewal and self-organization through cell sorting and lineage commitment in an in vivo-like manner^17^. The Clevers laboratory has pioneered the establishment of organoids from a wide variety of epithelia, including mouse small intestine^16^, liver^18^, prostate^19^, and pancreas^20^. Organoids facilitate studying tissue biology, modeling disease, drug screening, and establishing a solid basis for regenerative medicine and gene therapy^21^. The majority of published studies have focused on organoids derived from simple epithelia. Recently, Lee et al.^22^ have reported the establishment of organoids from human bladder tumors and Mullenders et al.^23^ have described the features of normal mouse basal organoids and human bladder organoids. However, these reports have not explored in depth the potential of urothelial organoids to understand urothelial biology.

Here, we establish and characterize healthy tissue-derived mouse urothelial organoids and show that high CD49f (integrin α6, ITGA6) expression (CD49f^high^) characterizes a urothelial cell population containing stem cells able to self-perpetuate as organoids. We define their requirements for growth and differentiation and demonstrate their functional properties including barrier formation. Using bulk transcriptomics we identify a role for the Notch pathway in urothelial differentiation. scRNA-Seq allowed us to unveil gene expression signatures featuring Basal, Basal-Proliferative, Intermediate, and Luminal urothelial cells. This analysis further supports that expression of Notch target genes is transiently activated during urothelial differentiation. The organoids described should facilitate and accelerate the study of the molecular pathophysiology of bladder diseases, including the interaction of epithelial cells with pathogens and the mechanisms involved in malignant transformation of the urothelium.

## Results

### Urothelial organoids can be established and perpetuated

To establish organoids, we isolated cells from digests of urothelial scrapings. This unselected cell population allowed establishing urothelial organoids that could be consistently passaged. To characterize the cell populations present therein, we used flow cytometry analysis with specific antibodies detecting leukocytes (CD45), fibroblasts (CD140a), endothelial cells (CD31), and erythrocytes (Ter119); approximately 20% of single cells lacked these markers. The majority of the cells lacking these markers were EpCAM^+^ (>60%), indicating their epithelial nature (Supplementary Fig. 1a).

Unselected cells from urothelial digests, or EpCAM^+^ cells sorted from them, cultured in Matrigel with complete medium (including EGF, LY2157299, Noggin, WNT3A, RSPO1)^21,24^ led to growth of multilayered organoids over 1 week. Under these conditions, lumen-containing organoids were very rare (Fig. 1b, Supplementary Fig. 1b). Organoids could be consistently passaged and maintained in culture uninterruptedly for >1 year with stable morphology but a tendency for organoids to become enriched in cells with basal features over time was noted (Supplementary Fig. 1b–d). Unless otherwise indicated, the experiments reported used unsorted urothelial cells and >2 independent organoid cultures at passage <10.

To identify critical growth factors required for organoid formation, we performed leave-one-out experiments where we removed each complete medium component individually or in combination. At day 7, we observed a statistically significant reduction of organoid number upon omission of EGF, WNT3A, RSPO1, or WNT3A + RSPO1 (Fig. 1b, c). As reported for other tissues, Noggin was not required to establish organoids but it was essential for long-term perpetuation^25^. Despite their high proliferative potential, organoids did not form tumors upon xenotransplantation under the skin (Supplementary Fig. 1e) or in the kidney capsule.

### CD49f^high^ defines cells with organoid-forming capacity

To define the cell type of origin of the organoids, we isolated urothelial cell subpopulations based on marker expression and size. CD49f expression identifies a cancer cell population with basal features^26^, suggesting that it might serve as a stem cell marker. Immunofluorescence analysis of normal mouse bladder showed that CD49f is expressed both in the epithelium and in the lamina propria; in the urothelium, CD49f selectively labels basal cells (Fig. 1a)^27^. Compared to CD49f^low^ cells, FACS-purified CD49f^high^ cells were enriched in basal markers whereas CD49f^low^ cells were enriched in luminal markers (Supplementary Fig. 1f). Lectins have also been used effectively as cell-type specific markers. Therefore, we screened a panel of lectins and found that the cytoplasm and plasma membrane of umbrella cells is strongly labeled by wheat germ agglutinin (WGA), while the remaining urothelial cells are weakly labeled (Fig. 1a). FACS-sorting of freshly isolated urothelial EpCAM^+^ cells on the basis of Cd49f, WGA-binding, and cell size—which augments towards the lumen—showed that CD49f^high^/WGA^+^ cells (basal) have the highest organoid-forming capacity. By contrast, CD49f^low^ cells (intermediate and luminal) were essentially unable to form organoids, regardless of WGA labeling or size (small vs. large) (Fig. 1d). CD44 has also been proposed as an urothelial stem/basal cell marker^3,28^: most CD44^+^ cells were CD49f^+^ and both CD49f^high^/CD44^high^ and CD49f^high^/CD44^low^ cells were able to form organoids displaying a similar phenotype (Fig. 1e, Supplementary Fig. 1g, h). However, the number of organoids was highest in the CD49f^high^/CD44^high^ population (*P* = 0.029) (Fig. 1f). Low-density seeding of freshly isolated urothelial cells (1–100 cells/drop) showed that CD49f^high^ cells have a markedly increased clonal growth capacity and that organoids can be established from single cells only from this cell population (Fig. 1g). GFP- and Tomato-labeled sorted cells derived from organoids were mixed prior to seeding in Matrigel at 1:1 ratios and only single-colored organoids were identified, supporting the notion that organoids are monoclonal in origin (Fig. 1h). Altogether, these results indicate that CD49f^high^ and CD44^high^ label the urothelial cell population with highest organoid-forming potential.

### Organoids recapitulate urothelial differentiation and function

To induce differentiation, organoids that had been maintained for 7 days in proliferation conditions (P) were cultured in medium without EGF, LY2157299, Noggin, WNT3A, and RSPO1 (differentiation medium, D) for an additional 7 days: a dramatic morphological change was observed, including an increase in diameter and organoid lumen formation, and reduced cell layer thickness (Fig. 2a–d). In proliferation conditions, organoids expressed high levels of *Ccne1* transcripts and Ki67 and resemble basal cells expressing *Cd49f*, *Cd44*, *Tp63*, *Krt14*, and *Krt5* and low levels of uroplakins (Fig. 2e–g). By contrast, upon differentiation, organoids showed marked downregulation of cell cycle mRNAs and proteins, a modestly decreased expression of basal markers, and upregulation of mRNA expression of *Foxa1* and *Ppar*γ, intermediate cell markers (*Krt8* and *Krt18*), uroplakins (*Upk*2 and *Upk3a*), and *Krt20* (Fig. 2e–g). The corresponding proteins displayed the canonical distribution observed in the urothelium: TP63 and CD49f were found in the outer layer of proliferative organoids while PPARγ and UPK3a displayed heterogenous expression in cells lining the lumen of differentiated organoids (Fig. 2f, g). Expression of KRT14 and KRT5 persisted in differentiated organoids, possibly reflecting the half-life of these proteins and the slow differentiation dynamics of urothelial cells in tissues. KRT20 was generally undetectable at the protein level, as were multinucleated umbrella cells.

**Fig. 2:**
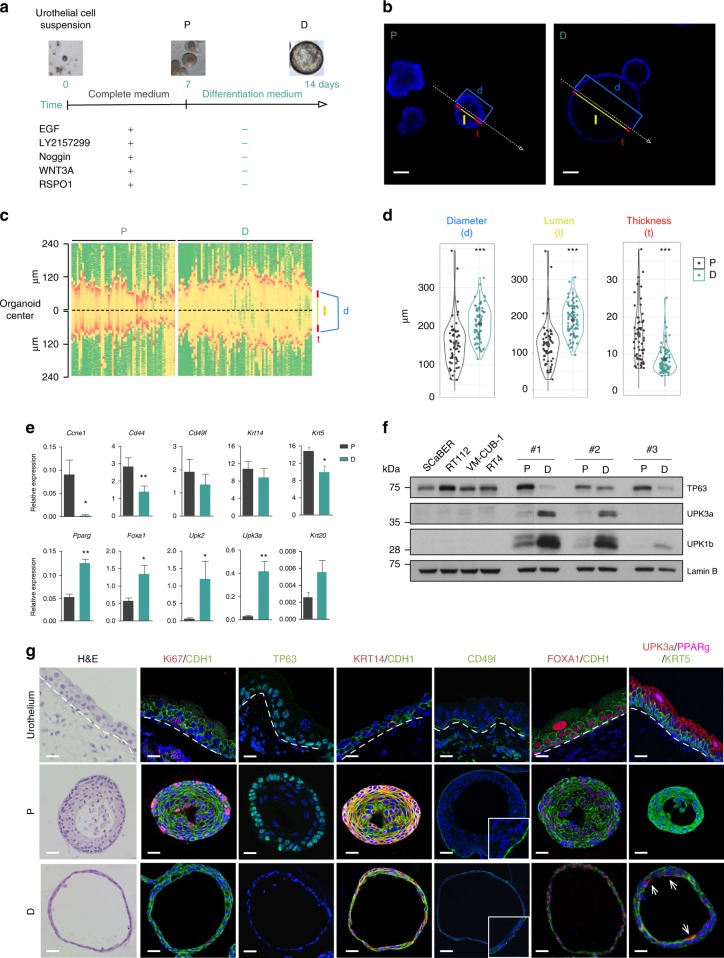
Growth factor-depleted organoids recapitulate the urothelial differentiation program. **a** Experimental design applied to induce urothelial organoid differentiation: organoids cultured until day 7 in complete medium were maintained for seven additional days in differentiation medium. **b** Image of organoids displaying the features quantified in panel **c**: *d*, diameter; l, lumen; *t*, thickness of the epithelial layer. The signal distribution was measured across the organoids as indicated by the arrow in both cases (scale bar, 100 μm). **c** Signal distribution (in microns) acquired by confocal microscopy displaying the quantification of organoid features (diameter) of individual proliferative (P) (n = 57) and differentiated (D) (*n* = 71) organoids; color code indicates the intensity of the signal: green, low; yellow, intermediate; red, high. **d** Violin plots representing organoid features. **e** RT–qPCR analysis of expression of genes regulated during differentiation. Data are normalized to *Hprt* expression (Mann–Whitney test, error bars indicate SD). **f** Western blot (WB) analysis showing expression of TP63 (basal marker), UPK3a, and UPK1b (luminal markers) in P and D organoids in three independent experiments. Urothelial bladder cancer cell lines (ScaBER, RT112, VMCUB1, and RT4) were used as controls. **g** Immunofluorescence analysis of urothelial markers in P and D organoids. Normal urothelium is shown for comparison. DAPI staining is shown in blue (scale bar, 1000 μm). Source data are provided as a Source Data file

Functional competence of organoids was assessed using urothelial barrier assays based on paracellular diffusion of FITC-labeled low molecular weight dextran (FITC-dextran) and fluorescence recovery after photobleaching (FRAP) (Fig. 3a–d). Urothelial organoids were cultured with medium containing FITC-dextran during both proliferation and differentiation stages. Prior to photobleaching, the lumen of D organoids showed a significantly higher normalized FITC intensity than the lumen of P organoids, suggesting epithelial layer tightness (Fig. 3b, c). After photobleaching, and during a recovery period of up to 14 h, differentiated organoids proved to be impermeable to FITC-dextran whereas proliferative cultures were heterogeneous and contained a mixture of impermeable and permeable organoids (Fig. 3b, d, Supplementary Movie 1). The differences in barrier function acquisition were statistically significant and increased over time of recovery. These findings confirm the ability of organoids to acquire features of differentiated urothelium.

**Fig. 3:**
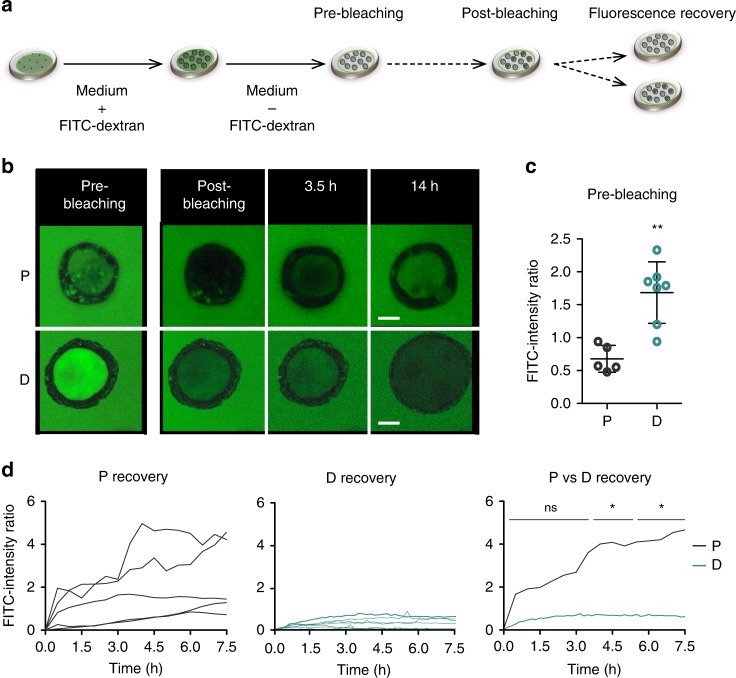
Organoids cultured in differentiated conditions are functionally competent and acquire barrier function. **a** Experimental design to assess barrier function in organoid cultures using FITC-dextran and fluorescence recovery after photobleaching (FRAP). **b** Example of P and D organoids during the FRAP assay (pre-bleaching, post-bleaching and recovery—3.5 and 14 h) (scale bar, 1000 μm). **c** Quantification of FITC-dextran intensity of P (*n* = 5) and D (*n* = 7) organoids in the pre-bleaching phase showing specific FITC-dextran retention in differentiated organoids (Mann–Whitney test, error bars indicate SD). **d** Fluorescence recovery in P (*n* = 5) (left) and D (*n* = 7) organoids (middle); mean fluorescence recovery in P vs D organoids (Mann–Whitney test, error bars indicate SD). *p ≤ 0.05, **p ≤ 0.01. Source data are provided as a Source Data file

### PPARγ activation and EGFR inhibition enhance differentiation

We used the PPARγ agonist Roziglitazone (Rz) and the EGFR inhibitor Erlotinib to determine if they could further induce urothelial differentiation. P organoids cultured for an additional 7 days in the presence of Rz + Erlotinib acquired larger lumina and showed significantly lower Ki67 labeling, when compared to untreated samples (Fig. 4a, b). *Cd49f* and *Cd44* mRNAs were down-regulated while uroplakin transcripts and proteins were up-regulated (Fig. 4a–c). In D organoids, Rz or Erlotinib alone caused reduced expression of *Cd49f* and *Cd44* mRNAs (Supplementary Fig. 2a). When combined, they led to highest *Foxa1* and uroplakin mRNA expression and to a significant reduction of lumen formation. UPK expression and lumen formation were often, but not always, correlated. There were no major changes in Ki67 and cleaved-caspase-3 labeling upon culture of differentiated organoids with Rz + Erlotinib (Fig. 4a, b). Treatment of organoids with the PPARγ inverse agonist T0070907 at the initiation of the differentiation protocol had minor effects on lumen formation, Ki67, and UPK3a expression (Fig. 4a–c, Supplementary Fig. 2b, c), suggesting that pathways other than PPARγ activation contribute to differentiation. KRT20 was not detected in any of the conditions analyzed. These results indicate that PPARγ activation, together with EGFR inhibition, effectively promote urothelial organoid differentiation.

**Fig. 4:**
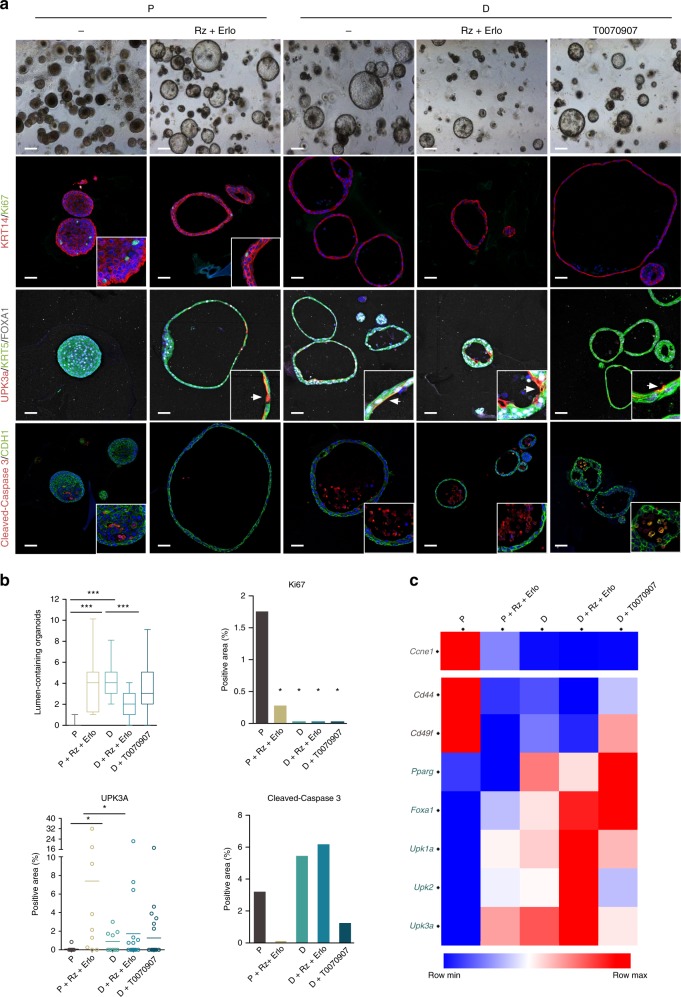
Pharmacological modulation of EGFR and PPARγ activity potentiates organoid differentiation. **a** Representative phase contrast and immunofluorescence images of proliferative (P) and differentiated (D) organoids cultured in the presence of drugs modulating PPARγ (Roziglitazone, Rz) or EGFR activity (Erlotinib, Erlo) (scale bars: brightfield, 500 μm; immunofluorescence, 250 μm). **b** Quantification of lumen formation (Mann–Whitney test), Ki67, UPK3a, and cleaved-caspase-3 expression (Bonferroni test) in organoids cultured as described in panel **a**. **c** Heatmap representing RT–qPCR expression analysis of cell cycle and canonical urothelial differentiation markers in P or D organoids treated with Rz + Erlotinib, and with the PPARγ inverse agonist T0070907 (*n* = 2). *p ≤ 0.05, **p ≤ 0.01; ***p ≤ 0.001. Source data are provided as a Source Data file

### Cells in differentiated organoids can re-enter the cell cycle

To determine whether cells could re-enter the cell cycle after inducing differentiation, organoids cultured in differentiation medium, or in differentiation medium supplemented with Rz and Erlotinib, were maintained for an additional 7 days in complete medium (Fig. 5a–c, Supplementary Fig. 3). In both cases, differentiated organoids (D➔P and D + Rz + Erlo➔P, Fig. 5a) acquired a multilayer organization similar to that of proliferative organoids and basal cells showed uniform expression of KI67 and TP63 (Fig. 5c). However, the differences in marker gene expression at the mRNA level were modest, possibly due to pre-existing transcripts (Fig. 5b). The wide re-expression of KI67 in the basal cell layer strongly suggests that incompletely differentiated urothelial cells re-enter the cell cycle rather an overgrowth of a low-frequency stem cell population (Fig. 5c). Accordingly, 88.9% of cells in differentiated organoids were CD49f^high^ (Supplementary Fig. 3c). Organoids maintained in differentiation medium (D➔D) showed highest mRNA expression of *Foxa1*, *Pparγ*, and uroplakins; however, smaller lumina and higher cell death were noted (Supplementary Fig. 3b, c). These results indicate that organoids acquire a cyto-organization and differentiation characteristic of the urothelium and retain proliferative potential.

**Fig. 5:**
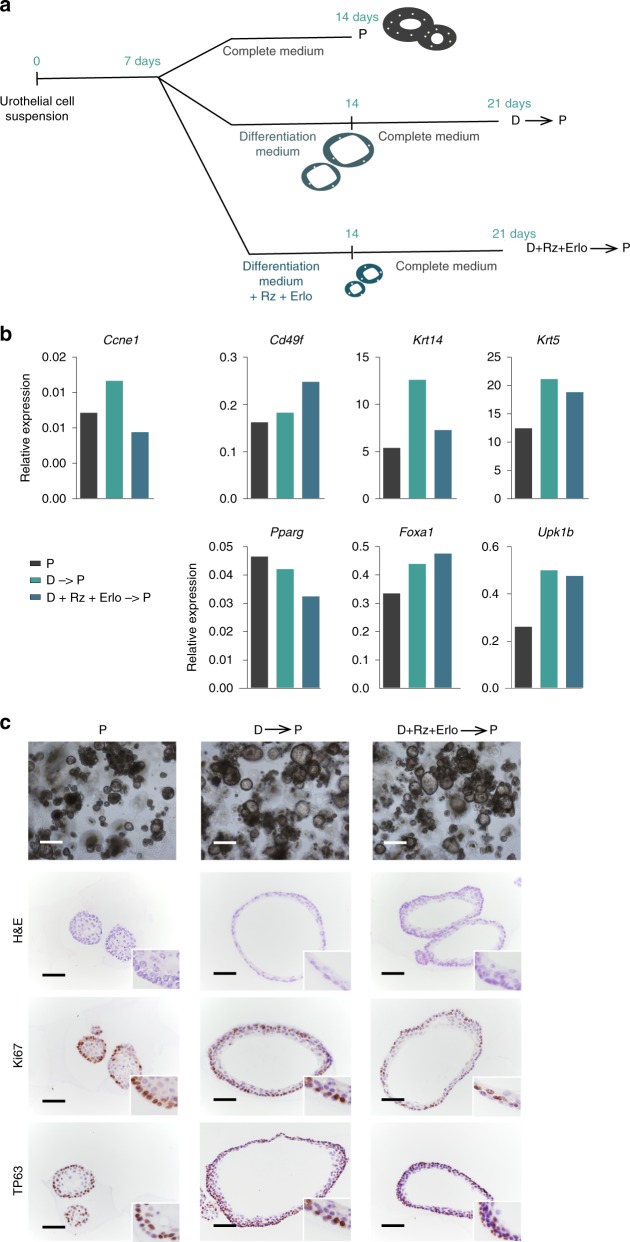
Differentiated organoids are able to re-enter the cell cycle upon exposure to complete medium. **a** Experimental strategy: day 7 P organoids were maintained for 7 additional days either in complete medium (P), differentiation medium (D), or differentiation medium supplemented with Roziglitazone and Erlotinib (D + Rz + Erlo). D organoids were then switched to complete medium (D−P; D + Rz + Erlo−P) for 7 additional days. **b** RT–qPCR analysis of expression of genes regulated during differentiation. Data are normalized to *Hprt* expression (*n* = 1 biological replicate). **c** Representative phase contrast images of organoid cultures (scale bar, 500 μm), H&E staining, and immunohistochemistry for Ki67, TP63, and UPK3a (*n* = 1 biological replicate) (scale bar, 250 μm). Source data are provided as a Source Data file

### Transcriptome analysis unveils urothelial differentiation pathways

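Bulk RNA was sequenced from 3 organoid cultures of normal mouse urothelium, numbered 60, 97 and 98, each grown both as proliferative (P) and as differentiated (D) organoids. P organoids were kept in complete medium for 14 days, and D organoids in complete medium for 7 days and then in differentiation medium for 7 days. The differentiation medium lacks EGF, the TGF-β receptor inhibitor LY2157299, the BMP antagonist Noggin, WNT3A and RSPO1, which were all removed at once. This gave 3 P libraries (P60, P97 and P98) and 3 D libraries (D60, D97 and D98), made from polyadenylated RNA and sequenced from both ends. The paper's methods name the TruSeq RNA kit and a Genome Analyzer IIx, whereas the labels of the samples name a stranded TruSeq kit and a NovaSeq instrument. The paper gives the mice as C57BL/6 from Jackson Laboratories, and the labels give the OlaHsd substrain. The authors processed the reads with the Nextpresso pipeline and a mouse genome given as mm8, and deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments) per gene symbol and library. The table has 23951 gene symbols, of which 7050 (29.4%) are listed at 0 in all 6 libraries. Total FPKM was 594981, 632675 and 601058 in P60, P97 and P98, and 554725, 439097 and 512641 in D60, D97 and D98. The number of fragments behind these values is unknown, but among genes under an FPKM of 0.3 a single ratio recurs between the values of each pair of libraries, as it would where the same small number of fragments was counted in both, and it gives their relative depth. Depth here means the fragments behind a given FPKM. It need not follow the total of sequenced fragments, since the scaling between libraries is unknown. Relative to D98, the deepest library, the depth was 0.792 for D60, 0.885 for D97, 0.863 for P60, 0.673 for P97 and 0.795 for P98. D and P organoids were compared with limma on log2(FPKM + 1) over the 11025 genes with a mean FPKM of at least 1, and a gene was called where its Benjamini-Hochberg adjusted p was under 0.05. A fold change on this scale understates the change of genes with a low FPKM. The fit did not pair the libraries by culture, since the paper's methods state no such term. A fit with culture as a block was 1 of 14 alternatives computed for each gene, which also covered the pseudocount, the filter, the scaling of the libraries and each library left out in turn. Lists of genes of a pathway or family were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 22 lists, and the size of a list is its median log2 fold change minus the median of all genes tested.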

To interrogate the transcriptomic programs governing organoid differentiation we performed RNAseq of three independent paired P and D organoid cultures (Supplementary Fig. 4a). Principal component analysis (PCA) showed that proliferative organoids clustered closely whereas their differentiated counterparts showed greater transcriptome divergence (Supplementary Fig. 4b); 4100 genes were differentially expressed (FDR < 0.05; Supplementary Data 1). 

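Over all genes, Pearson's r of FPKM lay between 0.970 and 0.983 for pairs of P libraries, between 0.846 and 0.932 for pairs of D libraries, and between 0.713 and 0.855 for pairs of a D with a P library. These correlations are across genes, which are not independent replicates. The mean of 1 − r was 0.0986 among the D libraries and 0.0228 among the P libraries, a ratio of 4.32. No other assignment of the 6 labels gave a more extreme ratio (exact permutation test over 20 assignments, two-sided p = 0.1, one-sided p = 0.05, the smallest that 3 libraries against 3 allow). Spearman's correlation moved the ratio most, to 1.21, and without D60 it was 6.76. In the principal components of these correlations, the first component held 89.1% of the variance, with P libraries between 0.207 and 0.229 and D libraries between −0.322 and −0.152. On the second component, with 7.41% of the variance, the D libraries spanned −0.109 to 0.0989 and the P libraries −0.0290 to −0.00529.
limma called 3840 of the 11025 genes, 1788 higher and 2052 lower in D organoids, at adjusted p under 0.05. Rescaling each library to a total FPKM of 1000000 moved the split most: 3084 genes were then higher and 1275 lower (70.8% of the calls higher, against 46.6%), as this scaling raised the median log2 fold change of all genes to 0.26. Fewer genes were called without P60 (2202, of which 923 higher and 1279 lower), without P98 (2208, of which 915 higher and 1293 lower) and, among those higher, without D60 (1167). Of the calls made without P60 and P98, 2179 and 2183 were among the 3840. Of the 51 genes that the paper names for these libraries, 38 were called, and 41 when adjusted over the list alone, which is not independent evidence since the paper chose them on the same libraries.

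**Figure D1:**
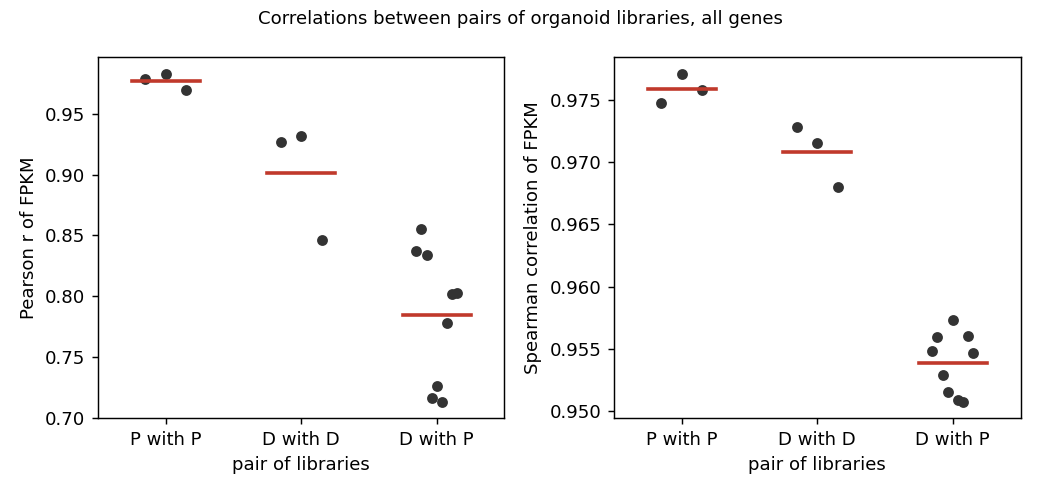
Pearson's r (left) and Spearman's correlation (right) of FPKM over all genes, without unit, for each pair of libraries (circles), grouped as P with P, D with D and D with P, with the mean of each group as a red line. Pearson's r of the P pairs (0.970 to 0.983) lies above that of the D pairs (0.846 to 0.932).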

Among the top upregulated transcripts in P conditions were those involved in cell cycle (i.e. *Cdk1*, *Aurkb*, *Ccnb2*, and *Ki67*), inhibition of apoptosis (*Birc5*), epidermal differentiation (i.e. *Sprr2f*, *Crnn*, *Stfa3*), cytoskeletal regulation (*Kif15*, *Kif4*), and stemness (*Cd34*). By contrast, transcripts significantly up-regulated upon differentiation included those involved in urothelial cell functions (i.e. *Upk1a*, *Upk2, Upk3a*), glycosylation (i.e. *Wbscr17*, *Ugt2b34*, *Galnt14*), and TGF-β signaling (i.e. *Fstl1*, *Ltbp1*, *Fstl4*) (Supplementary Data 1). 

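The transcripts higher in P organoids (*Cdk1*, *Aurkb*, *Ccnb2*, *Mki67*, *Birc5*, *Sprr2f*, *Crnn*, *Stfa3*, *Kif15*, *Kif4* and *Cd34*) had a lower FPKM in the D than in the P library of all 3 cultures. Limma called each of them lower in D organoids, also under every alternative that tested it, which for *Kif15* and *Kif4* leaves out that with a mean FPKM of at least 5. *Cdk1* had an FPKM of 0.323 ± 0.361 (SD, n = 3) in D and 74.4 ± 18.7 (SD, n = 3) in P organoids, a log2 fold change of −5.83 (SE 0.25, limma adjusted p = 1.94e-05). A pseudocount of 0.1 in place of 1 moved this fold change most, to −7.77. *Aurkb*, *Ccnb2*, *Mki67* (the gene of Ki67) and *Birc5* had log2 fold changes of −4.34, −4.75, −3.64 and −5.56, with limma adjusted p between 1.94e-05 (*Aurkb*) and 7.96e-05 (*Mki67*). Their mean FPKM in D organoids was 0.164 (*Mki67*) to 0.519 (*Birc5*), against 13.9 to 67.2 in P organoids. *Crnn* had an FPKM of 0.625 ± 0.766 (SD, n = 3) in D and 82.5 ± 37.3 (SD, n = 3) in P organoids, a log2 fold change of −5.66 (SE 0.43, limma adjusted p = 0.000114). The P libraries were far apart for *Sprr2f*, with an FPKM of 141 in P60, 276 in P97 and 8.96 in P98, against 1.83, 1.17 and 0 in D60, D97 and D98. The log2 fold change of *Sprr2f* was −5.32 (SE 1.10, limma adjusted p = 0.00909), and that of *Stfa3* was −5.44 (SE 0.23, limma adjusted p = 1.94e-05). Both belong to families of near-identical genes between which the authors' counting could have split reads, so their values are uncertain. *Kif15*, *Kif4* and *Cd34* had log2 fold changes of −1.71, −2.48 and −3.87, with limma adjusted p of 0.00132, 0.000123 and 0.000114. With a pseudocount of 0.1 the fold changes of *Kif15* and *Kif4*, whose mean FPKM in P organoids was 2.47 and 5.04, were −4.26 and −4.97.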

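*Upk3a* had an FPKM of 199.7 ± 83.1 (SD, n = 3) in D organoids and of 1.41, 38.7 and 1.53 in P60, P97 and P98, a log2 fold change of 4.93 (SE 0.99, limma adjusted p = 0.00813). It moved most without P97, to 6.26. *Upk1a* had an FPKM of 667 ± 357 (SD, n = 3) in D organoids and of 21.1, 135 and 75.8 in P60, P97 and P98, a log2 fold change of 3.32 (SE 0.64, limma adjusted p = 0.00704), and both genes were called under all 14 alternatives. *Upk2* was higher in D organoids in 2 of 3 cultures, since P97 (18.5) lay above D97 (17.4), while P60 and P98 had 1.56 and 2.12 and D60 and D98 43.5 and 81.1. Its log2 fold change was 2.92 (SE 0.81, limma adjusted p = 0.0270). *Upk2* lost its call with no filter on low values (limma adjusted p = 0.0732) and without D60 (0.0822), P60 (0.0871) or P98 (0.0937), in a range of 0.00627 to 0.0937 over the 14 alternatives. The list of the 6 uroplakin genes had a size of 2.52 (camera adjusted p = 0.0134). It lost its call with scaling to a total of 1000000 (adjusted p = 0.0507, in a range of 0.000766 to 0.334 over the alternatives, the highest with an estimated correlation between genes). The median log2 fold change of the list was 3.67 in culture 60 and 3.39 in culture 98 but 0.32 in culture 97. Of its genes, 4 were called, 5 when adjusted over the list alone, and 2 without either D60 or P98.
The glycosylation and TGF-β signaling genes were called higher in D organoids, in 3 of 3 cultures and under every alternative that tested them, which for *Fstl4* leaves out that with a mean FPKM of at least 5. *Wbscr17* had an FPKM of 13.2 ± 3.40 (SD, n = 3) in D and 0.0836 ± 0.0385 (SD, n = 3) in P organoids, a log2 fold change of 3.68 (SE 0.20, limma adjusted p = 2.68e-05), and *Ltbp1* of 49.5 ± 17.4 (SD, n = 3) in D and 4.65 ± 1.29 (SD, n = 3) in P organoids, a log2 fold change of 3.12 (SE 0.29, limma adjusted p = 0.000294). The log2 fold changes of *Ugt2b34*, *Galnt14*, *Fstl1* and *Fstl4* were 3.65, 2.61, 3.64 and 1.88, with limma adjusted p between 0.000813 (*Ugt2b34*) and 0.00333 (*Fstl4*). *Fstl1* differed between the D libraries, with an FPKM of 50.8 in D60, 106 in D97 and 21.6 in D98.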

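The xenobiotic metabolism genes *Cyp2f2*, *Adh7* and *Gstm1* were higher in D organoids in 3 of 3 cultures and were called under all 14 alternatives. The D libraries were far apart for each of them. *Cyp2f2* had an FPKM of 922, 59.4 and 854 in D60, D97 and D98 and of 10.6 ± 8.74 (SD, n = 3) in P organoids, a log2 fold change of 5.26 (SE 1.04, limma adjusted p = 0.00766). *Adh7* had an FPKM of 48.7, 6.52 and 17.1 in these libraries and of 0.452 ± 0.143 (SD, n = 3) in P organoids, a log2 fold change of 3.71 (SE 0.58, limma adjusted p = 0.00296). A pseudocount of 0.1 moved the fold change of *Adh7* most, to 5.04. *Gstm1* had an FPKM of 721, 703 and 5828 in D60, D97 and D98 and of 22.0, 162 and 44.4 in P60, P97 and P98, a log2 fold change of 4.70 (SE 0.95, limma adjusted p = 0.00808). *Gstm1* is 1 of a family of similar glutathione transferase genes between which the authors' counting could have split reads, so its values are uncertain.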

Of note, several genes involved in xenobiotic metabolism (i.e. *Cyp2f2*, *Adh7*, *Gstm1*) are among those differentially expressed, underscoring the relevance of this pathway to bladder carcinogenesis^29^. 

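Among the basal markers, *Trp63* had an FPKM of 23.1 ± 2.05 (SD, n = 3) in D and 72.3 ± 1.32 (SD, n = 3) in P organoids, a log2 fold change of −1.61 (SE 0.14, limma adjusted p = 0.000173). *Cd44* (−1.66, SE 0.35, limma adjusted p = 0.00966) and *Itga6*, the gene of Cd49f (−1.34, SE 0.27, limma adjusted p = 0.00816), were also lower, and the calls of all of these were the same under each of the 14 alternatives. *Krt5* was lower in 3 of 3 cultures, with an FPKM of 4295 ± 1812 (SD, n = 3) in D and 8172 ± 1739.6 (SD, n = 3) in P organoids, but was not called (log2 fold change −0.99, SE 0.36, limma adjusted p = 0.0642). It was called without limma's trend (0.0408), with quantile normalization (0.0291) and without D60 (0.0269), in a range of 0.0269 to 0.261 over the alternatives. *Krt14* was lower in 3 of 3 cultures too, with an FPKM of 3017 ± 1455 (SD, n = 3) in D and 3795 ± 1011 (SD, n = 3) in P organoids. Its log2 fold change of −0.41 (SE 0.39, limma adjusted p = 0.449) was not larger than the spread between libraries, in all 6 libraries and under each alternative.
Among the suprabasal markers, *Foxa1* had an FPKM of 68.3 ± 11.9 (SD, n = 3) in D and 40.7 ± 7.34 (SD, n = 3) in P organoids, a log2 fold change of 0.73 (SE 0.19, limma adjusted p = 0.0224), and lost its call without D98 (0.0536) and without P60 (0.0878), in a range of 0.00527 to 0.0878. *Upk1b* had an FPKM of 229 ± 28.0 (SD, n = 3) in D organoids and of 21.1, 135 and 45.8 in P60, P97 and P98, a log2 fold change of 2.14 (SE 0.56, limma adjusted p = 0.0223). It lost its call with no filter on low values (0.0608) and without D60 (0.0612) or P98 (0.0729), in a range of 0.00281 to 0.0729. *Krt19*, *Krt8* and *Pparg* were higher in 3 of 3 cultures but were not called. *Krt19* had an FPKM of 7148 ± 709.5 (SD, n = 3) in D and 4400.3 ± 459 (SD, n = 3) in P organoids, a log2 fold change of 0.70 (SE 0.23, limma adjusted p = 0.0511). It was called with a pseudocount of 0.1 (0.0488), a mean FPKM of at least 5 (0.0479), no trend (0.0113), a total of 1000000 (0.00498), quantile normalization (0.00784) and without D97 (0.0149), in a range of 0.00498 to 0.334. *Krt8* had a log2 fold change of 0.72 (SE 0.38, limma adjusted p = 0.179) and was called only with quantile normalization (0.0387, in a range of 0.0387 to 0.447), and *Pparg* had 0.59 (SE 0.33, limma adjusted p = 0.197) and was called under no alternative.

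**Figure D2:**
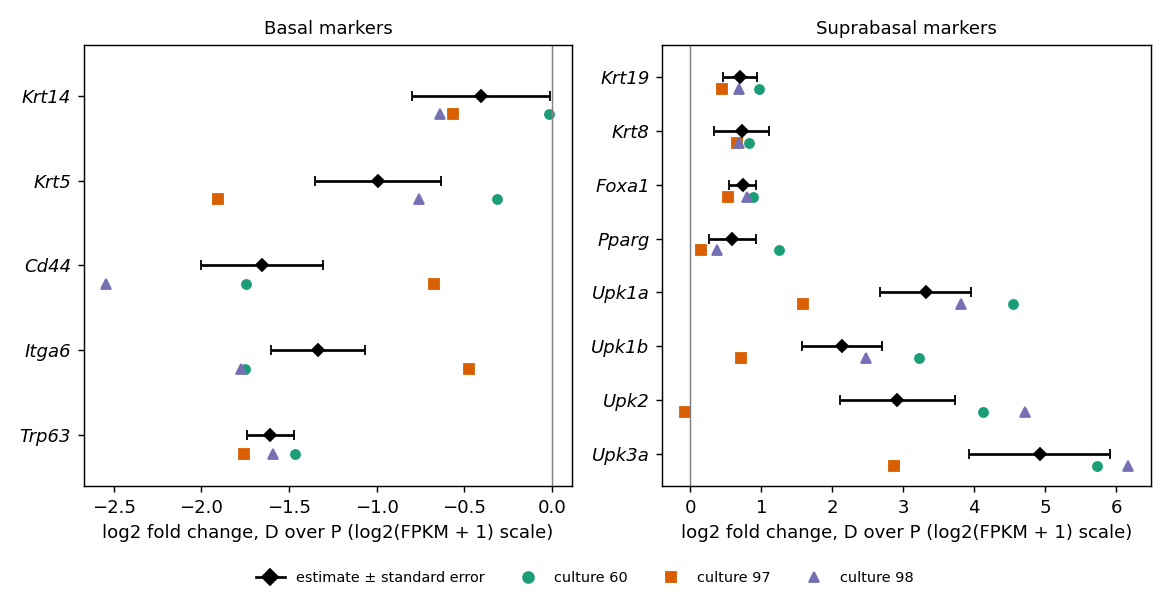
Log2 fold change of D over P organoids on the log2(FPKM + 1) scale for basal (left) and suprabasal (right) markers, as limma's estimate with its standard error (diamond) and as the difference within culture 60 (circle), 97 (square) and 98 (triangle). Every culture lies below 0 for the basal markers, and for *Upk2* culture 97 lies apart from the others, just below 0.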

Manual curation revealed the downregulation of canonical basal urothelial markers (i.e. *Krt14*, *Krt5*, *Cd44*, *Cd49f*, and *Trp63*) and the upregulation of suprabasal markers (i.e. *Krt19*, *Krt8*, *Foxa1, Ppar*γ, *Upk1a*, *Upk1b*, *Upk2*, and *Upk3a*) in D conditions (Fig. 6a, Supplementary Fig. 4c), as well as the robust regulation of additional keratin species (Supplementary Fig. 4d).

**Fig. 6:**
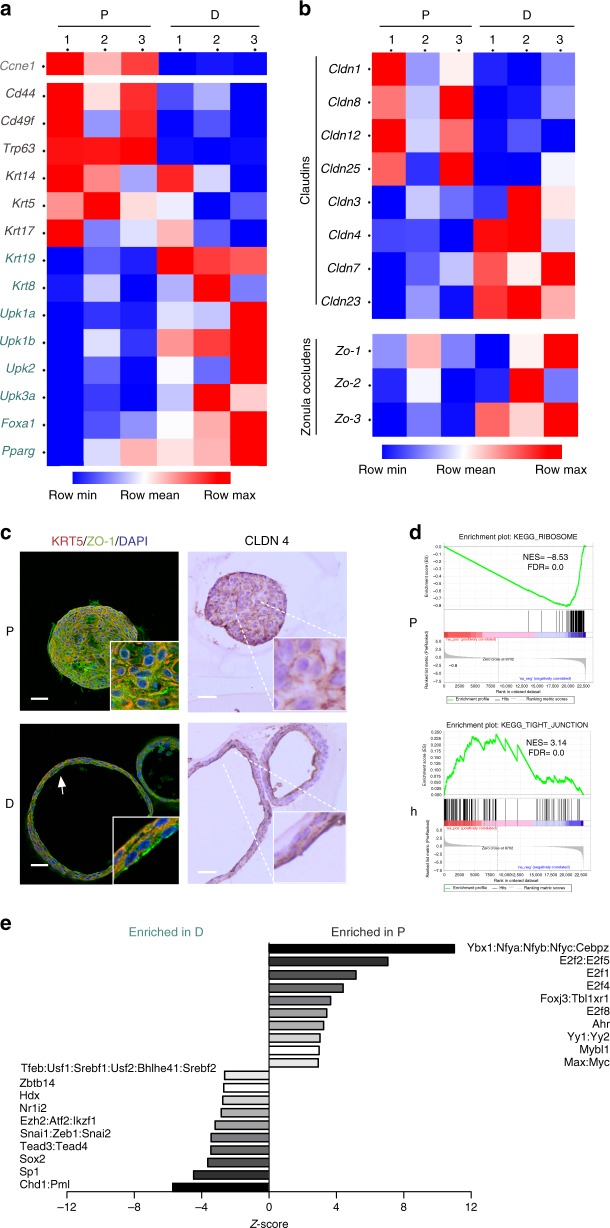
Transcriptome analysis reveals organoid differentiation and identifies pathways involved therein. **a** Heatmap showing the expression (FPKM, RNAseq) of key urothelial differentiation genes in P and D organoids (*n* = 3/group; paired samples). **b** Heatmap showing the expression of genes related to tight junctions (claudins and tight junction/Zo proteins) (FPKM) in P and D organoids (*n* = 3/group). **c** Immunofluorescence analysis of the expression of ZO-1 and KRT5; immunohistochemical analysis of CLDN4 in the same samples; L (Lumen) (scale bar, 250 μm). **d** Enrichment plots showing the upregulation of ribosome pathway genes and the downregulation of tight junction component genes in P organoids. **e** ISMARA analysis of top transcription factor motifs (ranked by *z*-scores) significantly enriched in the promoters of genes differentially expressed in P vs. D organoids; for the *z*-score of motifs enriched in D organoids. Source data are provided as a Source Data file

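The genes *Ccne1* and *Krt17* are also part of the heatmap of Fig. 6a. *Ccne1* had an FPKM of 1.02 ± 0.245 (SD, n = 3) in D and 13.6 ± 2.51 (SD, n = 3) in P organoids, a log2 fold change of −2.85 (SE 0.18, limma adjusted p = 5.09e-05), and was called lower under each of the 14 alternatives. *Krt17* was lower in the D library of all 3 cultures, with an FPKM of 691, 285 and 163 in D60, D97 and D98 against 948, 380.2 and 501 in P60, P97 and P98. Its log2 fold change of −0.83 (SE 0.54, limma adjusted p = 0.262) was not larger than the spread between libraries, and no alternative called it (lowest adjusted p 0.0544).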

Manual curation also revealed dynamic changes in expression of cell–cell adhesion genes. Transcripts coding for tight junction components showed two distinct expression patterns: *Cldn1*, *Cldn8*, *Cldn12*, and *Cldn25* were down-regulated upon differentiation whereas *Cldn3*, *Cldn4*, *Cldn7*, *Cldn23*, *Ocln, Zo-1, Zo-2*, and *Zo-3* were up-regulated (Fig. 6b), suggesting distinct functions and cellular distribution for the corresponding proteins. 

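Of the genes lower in D organoids, *Cldn12* had an FPKM of 3.24 ± 0.447 (SD, n = 3) in D and 7.80 ± 1.84 (SD, n = 3) in P organoids, a log2 fold change of −1.04 (SE 0.19, limma adjusted p = 0.00564), and was called under all 14 alternatives. *Cldn8* (−1.30, SE 0.30, limma adjusted p = 0.0131) lost its call without D60 (0.0508) and without P98 (0.0526), in a range of 0.00129 to 0.0526. *Cldn1*, with an FPKM of 1.28 ± 0.814 (SD, n = 3) in D and 4.72 ± 2.37 (SD, n = 3) in P organoids, had a log2 fold change of −1.31 (SE 0.35, limma adjusted p = 0.0227). It lost its call with no filter on low values (0.0599) and without D60 (0.0717), D97 (0.0566), P60 (0.0688) or P98 (0.0620), in a range of 0.00409 to 0.0717. *Cldn25* was lower in 3 of 3 cultures but not called (−0.25, SE 0.15, limma adjusted p = 0.230), and its direction changed with scaling to a total of 1000000 (0.027).
Of the genes higher in D organoids, *Cldn23* (1.49, SE 0.28, limma adjusted p = 0.00632) and *Tjp3*, the gene of ZO-3 (1.35, SE 0.26, limma adjusted p = 0.00654), were called under all alternatives. *Cldn4* had an FPKM of 1011 ± 256 (SD, n = 3) in D and 505 ± 73.1 (SD, n = 3) in P organoids, a log2 fold change of 0.98 (SE 0.25, limma adjusted p = 0.0193), and lost its call without D60 (0.0609), P60 (0.0605) or P98 (0.0865), in a range of 0.00481 to 0.0865. *Cldn7* was not called (0.58, SE 0.20, limma adjusted p = 0.0604), except with a total of 1000000 (0.00496), quantile normalization (0.0142) and without D97 (0.0253), in a range of 0.00496 to 0.214. *Cldn3* differed more between cultures than between D and P, with an FPKM of 13.9, 83.8 and 50.0 in D60, D97 and D98 and 4.21, 39.9 and 22.6 in P60, P97 and P98. It was not called (1.23, SE 0.84, limma adjusted p = 0.286) but was with culture as a block (0.00143, in a range of 0.00143 to 0.726). *Ocln* (0.23, limma adjusted p = 0.304) and *Tjp1*, the gene of ZO-1 (−0.0030, limma adjusted p = 0.991), were called under no alternative. *Tjp1* was higher in 1 of 3 cultures, with an FPKM of 23.0 ± 4.46 (SD, n = 3) in D and 22.9 ± 2.99 (SD, n = 3) in P organoids, and its direction changed with a total of 1000000 (0.28), quantile normalization (0.0036) and without D60 (0.12), D97 (0.017) or P97 (0.10).
In a list of 15 tested claudin, zonula occludens and related genes, 8 were called, 5 higher and 3 lower, and 9 when adjusted over the list alone. Only 4 were called without D60 and 5 without P98. The size of the list was 0.23 (camera adjusted p = 0.239).

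**Figure D3:**
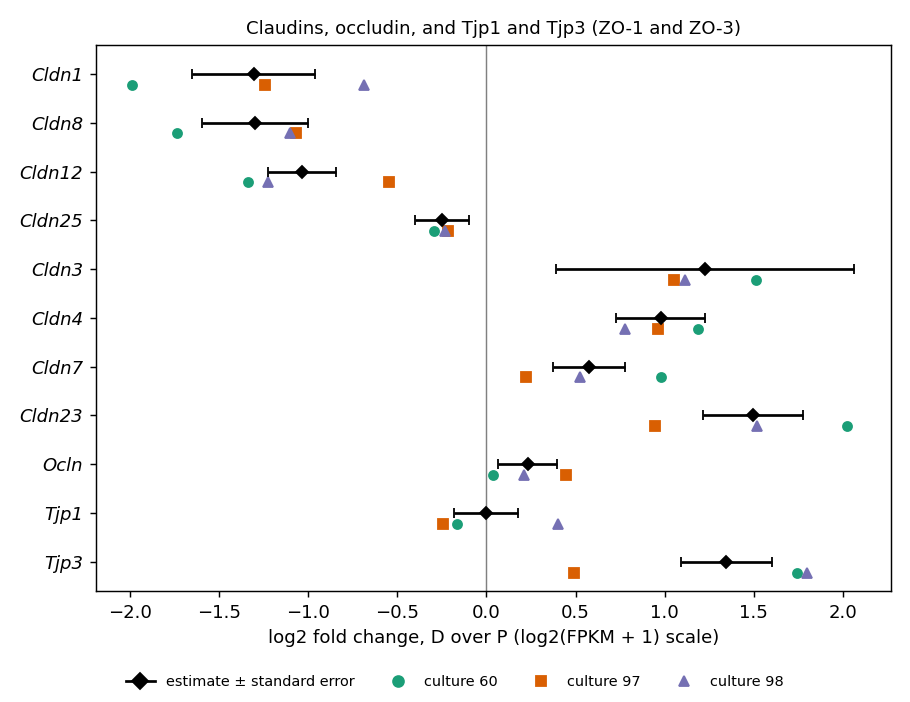
Log2 fold change of D over P organoids on the log2(FPKM + 1) scale for claudins, occludin, *Tjp1* and *Tjp3*, as limma's estimate with its standard error (diamond) and as the difference within culture 60 (circle), 97 (square) and 98 (triangle). The estimates run from −1.31 (*Cldn1*) to 1.49 (*Cldn23*), and those of *Cldn25* and *Tjp1* lie below 0 here but at 0.027 and 0.28 with scaling to a total of 1000000.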

Selected mRNA expression changes were confirmed in independent organoid samples and in normal urothelium (Supplementary Fig. 4e, f). Apical expression of ZO-1 and CLDN4 was confirmed in differentiated organoids (Fig. 6c). The predicted expression pattern of CLDN1, CLDN3, and CLDN4 was validated using information from the Human Protein Atlas (https://www.proteinatlas.org/). 

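A wider list of 68 tested tight junction genes, which adds polarity, adaptor and cytoskeletal proteins to the claudins, had a size of 0.32 (camera adjusted p = 0.00273). Of these genes 22 were called, 19 higher and 3 lower, and 22 when adjusted over the list alone. Without P60 or P98 the number fell to 13 or 12. A list of 95 tested endocytosis genes had a size of 0.18 (camera adjusted p = 0.0154). Of these 36 were called, 26 higher and 10 lower, 37 when adjusted over the list alone, and 22, 14 and 14 without D60, P60 and P98. Both lists kept a size above 0 under each scaling.
Of all 22 lists tested, 17 were called by camera, and fry called 20, including these 17 and the claudin, Notch ligand and receptor, and Wnt target lists. With the correlation between genes estimated for each list in place of the preset value, 0 of the 22 were called (5 at an unadjusted p under 0.05, lowest adjusted p 0.112).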

Epithelial impermeability and endocytic traffic were significantly up-regulated in D organoids, in agreement with results of the FITC-dextran assays described above.

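The pathway lists used here hold the genes of each family or pathway by symbol and are not the KEGG sets. Ribosomal protein genes (84 tested) were lower in D organoids under each scaling, with a size of −1.14 (camera adjusted p = 1.07e-14). Of these 56 were called, all lower, and 66 when adjusted over the list alone. The number fell to 29 without P60, 30 without P97 and 21 without P98. Quantile normalization moved the size most, to −0.56, and ribosomal protein genes have many near-identical copies between which reads could have been split. The 34 DNA replication genes had a size of −1.14 (camera adjusted p = 1.07e-14), with 29 called lower (31 when adjusted over the list alone) and none higher. For 104 cell cycle genes the size was −0.27 (camera adjusted p = 1.43e-05), with 41 called lower and 8 higher (49 in all when adjusted over the list alone). The 91 oxidative phosphorylation genes had a size of −0.47 (camera adjusted p = 2.63e-07), with 41 called, all lower (44 when adjusted over the list alone), and 25 without P98. Proteasome genes (42 tested) had a size of −0.28 (camera adjusted p = 0.0187). Of these 13 were called lower and 2 higher (15 when adjusted over the list alone), 6 in all without P60 and 5 without P98. The list was not called with a total of 1000000 (0.101) or quantile normalization (0.0510), in a range of 0.00421 to 0.396 over the alternatives. With a total of 1000000 its median log2 fold change, not taken relative to all genes, rose from −0.27 to 0.0076.
Lists for DNA repair were also lower. For 26 mismatch and base excision repair genes the size was −0.29 (camera adjusted p = 0.00521), with 8 called lower, as when adjusted over the list alone. For 15 homologous recombination genes it was −0.39 (camera adjusted p = 0.0197) and, without P98, −0.18. Of these 6 were called lower and 1 higher (7 in all when adjusted over the list alone). With a mean FPKM of at least 5, both lists lost their call (adjusted p = 0.0604 and 0.164, in ranges of 0.000101 to 0.112 and 0.000187 to 0.202). The 29 RNA polymerase genes had a size of −0.30 (camera adjusted p = 0.0160), which was not called with a total of 1000000 (0.0515, in a range of 0.00392 to 0.334). Of these 9 were called lower and 1 higher (10 in all when adjusted over the list alone), but 3 without either P60 or P98. The 87 lysosome genes were higher in D organoids, with a size of 0.22 (camera adjusted p = 0.0162). Of these 21 were called higher and 8 lower (29 in all when adjusted over the list alone), and 17, 12 and 11 in all without D60, P60 and P98. Cytokine, phosphatidylinositol, MAPK and mTOR pathways were not analysed here.

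**Figure D4:**
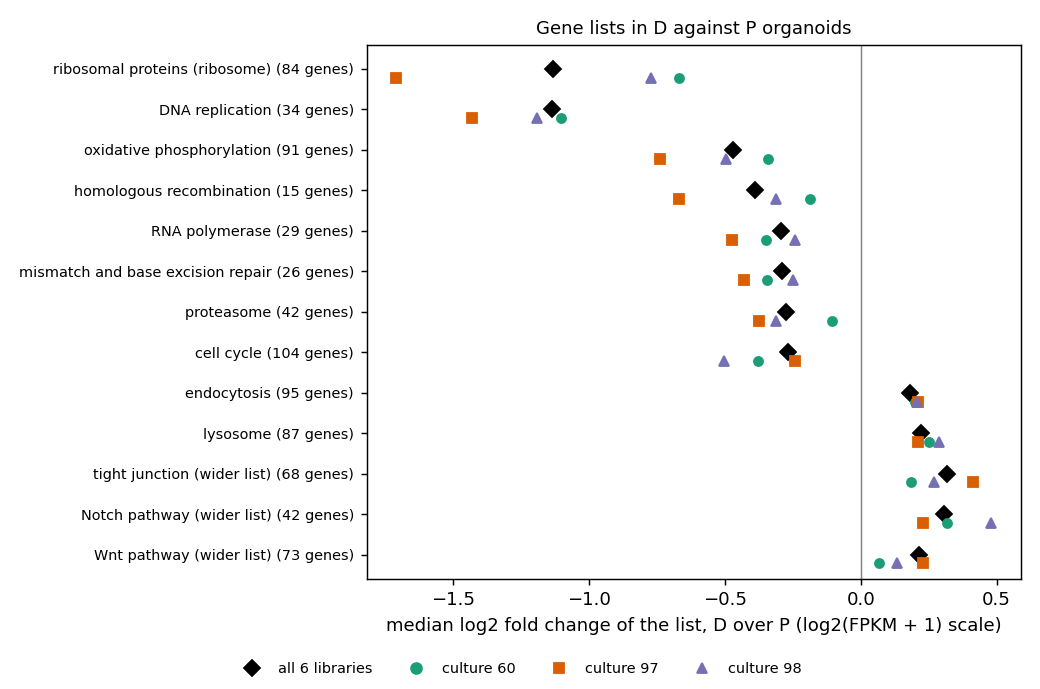
Median log2 fold change of D over P organoids on the log2(FPKM + 1) scale for 13 lists of genes, with the number of genes tested in brackets, over all 6 libraries (diamond) and within culture 60 (circle), 97 (square) and 98 (triangle). The lists above endocytosis lie below 0, from −1.14 for DNA replication to −0.27 for the cell cycle, although with scaling to a total of 1000000 proteasome genes lie at 0.0076, and the lists from endocytosis down lie above 0.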

Gene set enrichment analysis (GSEA) revealed a highly significant downregulation of the activity of pathways involved in cell cycle, DNA repair, RNA biology, protein synthesis, and cytokines in D organoids; this was accompanied by increased activity of pathways involved in epithelial differentiation/cell–cell adhesion, intracellular traffic (endocytosis, lysosome), and signaling (phosphatidylinositol, Notch, Wnt, MAPK, mTOR) (Table 1).

**Table 1:** GSEA showing the top 25 pathways (Kyoto Encyclopedia of Genes) significantly enriched in proliferative and differentiated organoids^*^

Proliferative organoids	Differentiated organoids
Ribosome	Lysosome
DNA replication	Endocytosis
Cell cycle	Focal adhesion
Parkinsons disease	Neuroactive ligand receptor interaction
Huntingtons disease	Regulation of actin cytoskeleton
Oxidative phosphorylation	Phosphatidylinositol signaling system
Spliceosome	Melanogenesis
Pyrimidine metabolism	Pathways in cancer
Alzheimers disease	Tight Junction
Purine metabolim	B cell receptor signaling
Base excision repair	Axon guidance
Mismatch repair	Inositol phosphate metabolism
Oocyte meiosis	Other glycan degradation
Nucleotide excision repair	Leukocyte transendothelial migration
Homologous recombination	Notch signaling pathway
RNA polymerase	Fcγ R-mediated phagocytosis
RNA degradation	Endometrial cancer
Systemic lupos erythematosus	Neurotrophin signaling pathway
Proteasome	Wnt signaling pathway
*N*-glycan biosynthesis	Mapk signaling pathway
Protein export	Apoptosis
Amino sugar and nucleotide sugar metabolism	Adherens Junction
Steroid biosynthesis	Acute myeloid leukemia
Progesterone-mediated oocyte maturation	Insuline signaling pathway
Cardiac muscle contraction	mTOR signaling pathway

^a^All pathways significant with FDR *q*-value <0.05

Promoter motif analysis of differentially expressed genes using ISMARA revealed significant enrichment in motifs of TF involved in proliferation (E2F, MYC, MYB) and hypoxia regulation (HIF1A) in proliferative conditions. By contrast, the genes differentially expressed upon differentiation showed enrichment of motifs corresponding to chromatin regulators (CHD1, EZH2, IKZF1), Hippo pathway (TEAD3, TEAD4), and epithelial–mesenchymal transition regulators (SNAI1, ZEB1, ZEB2) (Fig. 6d), pointing to transcriptional networks regulating cell differentiation in the urothelium.

### Wnt and Notch signaling in organoid differentiation

The pathway analyses suggested roles of the Wnt and Notch pathways in urothelial differentiation. Therefore, we analyzed the effects of drugs targeting both pathways.

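Of the Notch receptor and ligand genes, *Notch3* had an FPKM of 28.5 ± 0.440 (SD, n = 3) in D and 11.8 ± 0.790 (SD, n = 3) in P organoids, a log2 fold change of 1.21 (SE 0.13, limma adjusted p = 0.000505), and *Notch2* a log2 fold change of 0.67 (SE 0.13, limma adjusted p = 0.00794), both called under all 14 alternatives. *Notch1*, *Jag1*, *Jag2* and *Dll1* were not called (limma adjusted p between 0.198 for *Jag2* and 0.863 for *Jag1*). The ligand *Dll4* was under the filter but higher in D organoids in 3 of 3 cultures, with an FPKM of 1.28 ± 0.453 (SD, n = 3) in D and 0.0575 ± 0.00361 (SD, n = 3) in P organoids, and was called with no filter (log2 fold change 1.09, limma adjusted p = 0.00650), the only alternative that tests it. The direction of *Jag1* (−0.10) changed with a total of 1000000 (0.18) and without D98 (0.42). Without D98, *Jag2* and *Dll1* were called lower, with log2 fold changes of −1.18 and −0.72 (limma adjusted p = 0.00152 and 0.0179, in ranges of 0.00152 to 0.452 and 0.0179 to 0.749). The list of 6 tested receptors and ligands had a size of 0.069 (camera adjusted p = 0.316), which ran from −0.066 without D97, and −0.0062 without P60, to 0.32 without D98. It had 2 called genes (2 when adjusted over the list alone), and 4 without D98. Among the genes listed here as Notch targets, *Hes1* had an FPKM of 104 ± 24.2 (SD, n = 3) in D and 41.0 ± 8.43 (SD, n = 3) in P organoids, a log2 fold change of 1.31 (SE 0.23, limma adjusted p = 0.00459), and *Nrarp* a log2 fold change of 1.28 (SE 0.18, limma adjusted p = 0.00173). *Hes6* (0.91, SE 0.26, limma adjusted p = 0.0278) lost its call with no filter on low values (0.0572) and without D60 (0.0935), D97 (0.0658), P60 (0.0823), P97 (0.0625) or P98 (0.0835), in a range of 0.00146 to 0.0935. *Hey1*, *Hey2*, *Heyl* and *Hes7* were under the filter and were not called with no filter, and *Hes5* was listed at 0 in all libraries. Whether each listed gene, *Hes6* among them, responds to Notch in these cells was not tested. The list of 4 tested genes had a size of 1.09 (camera adjusted p = 0.0363), with 3 called, as when adjusted over the list alone. It lost its call with no filter (0.0740), a total of 1000000 (0.0800), quantile normalization (0.0506) and without P60 (0.0591), in a range of 0.0100 to 0.202. A wider Notch list of 42 tested genes had a size of 0.30 (camera adjusted p = 0.00645), with 16 called higher and 1 lower (18 in all when adjusted over the list alone), and 11 in all without either P60 or P98.
Of 8 tested Wnt ligand and secretion genes, *Wnt7a*, *Wnt7b* and *Wnt9a* were called higher under all 14 alternatives, with log2 fold changes of 2.36, 0.88 and 1.47 (limma adjusted p = 0.000990, 0.00311 and 0.00858), as when adjusted over the list alone. *Wnt4* was called with a total of 1000000 (0.0285) and without D97 (0.0172), in a range of 0.0172 to 0.221. Of the ligands under the filter, *Wnt10b* (0.99) and *Wnt5b* (0.66) were called higher and *Wnt16* (−0.97) lower with no filter (limma adjusted p = 0.0261, 0.0217 and 0.0143). The list had a size of 0.67 (camera adjusted p = 0.0228) and lost its call with a total of 1000000 (0.0800, in a range of 0.00363 to 0.202). Of 10 tested Wnt target genes 7 were called, as when adjusted over the list alone. Of these *Ccnd1* (−3.32, SE 0.22, limma adjusted p = 6.10e-05), *Myc*, *Tcf7*, *Notum* and *Cd44* were lower in D organoids and *Tnfrsf19* (2.01, SE 0.37, limma adjusted p = 0.00553) and *Mmp7* higher. *Mmp7* (1.51, SE 0.44, limma adjusted p = 0.0315) lost its call with no filter (0.0786) and without D60 (0.0506), D98 (0.0559) or P60 (0.0718), in a range of 0.00162 to 0.0786. *Axin2* was under the filter, with an FPKM of 0.867 ± 0.154 (SD, n = 3) in D and 0.948 ± 0.361 (SD, n = 3) in P organoids. The size of the target list was −0.65 (camera adjusted p = 0.164), and it was called with no filter (0.0453, in a range of 0.00178 to 0.334), although the size was then only −0.14. With a mean FPKM of at least 5 the size was −1.69. A wider Wnt list of 73 tested genes had a size of 0.21 (camera adjusted p = 0.141), and 0.12 without D97, with 15 genes called higher and 9 lower (24 in all when adjusted over the list alone). From its enrichment analysis of these libraries (Table 1), the paper proposes roles for both pathways in urothelial differentiation, and on that basis tests drugs that act on each of them.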

The GSK3β inhibitor CHIR99021—acting as a Wnt agonist—had no major effect on organoid morphology when added to proliferative organoids for 7 days. CHIR99021 induced an increase in mRNA expression of the Wnt target genes *Mmp7* and *Axin2*, as well as proliferation markers (*Ccne1* and *Pcna*), consistent with the growth promoting effect of Wnt activation (Supplementary Fig. 5a–c). There were no significant changes in the expression of basal or urothelial markers. Differentiating organoids treated with CHIR99021 displayed a more solid aspect and a significant reduction of lumen formation. There was a similar up-regulated expression of *Mmp7* and *Axin2*, associated with reduced expression of urothelial markers (Supplementary Fig. 5a–c). To assess the role of endogenous Wnt ligands, we analyzed the effect of the porcupine inhibitor IWP-2 on differentiating organoids: a significant reduction of lumen formation, expression of Wnt target genes, and *Ccne1* mRNA was observed. A modest upregulation of *CD49f* and *CD44* transcripts—without major effects on the expression of urothelial differentiation markers—was detected (Supplementary Fig. 5d–f). Altogether, these data support the notion that the Wnt pathway participates in the maintenance of a progenitor, less differentiated, phenotype.

Regarding Notch, the γ-secretase inhibitor DBZ significantly reduced the expression of the Notch target HES1 at the mRNA and protein levels and completely abrogated lumen formation in differentiating organoids (Fig. 7a–c, e). In these conditions, Notch inhibition resulted in a modest increase in the mRNA expression of basal markers, an upregulation of TP63, and a significantly reduced expression of luminal markers (*Upk1b*, *Upk2*, *Upk3a*, and *Krt20* mRNAs, and UPK1b) (Fig. 7c–f). Similar results were obtained with DAPT, a different γ-secretase inhibitor (Supplementary Fig. 6). Cd49f^high^ cells from DAPT-treated differentiated organoids showed increased organoid formation capacity. Altogether, these data support the notion that Notch signaling participates in urothelial differentiation.

**Fig. 7:**
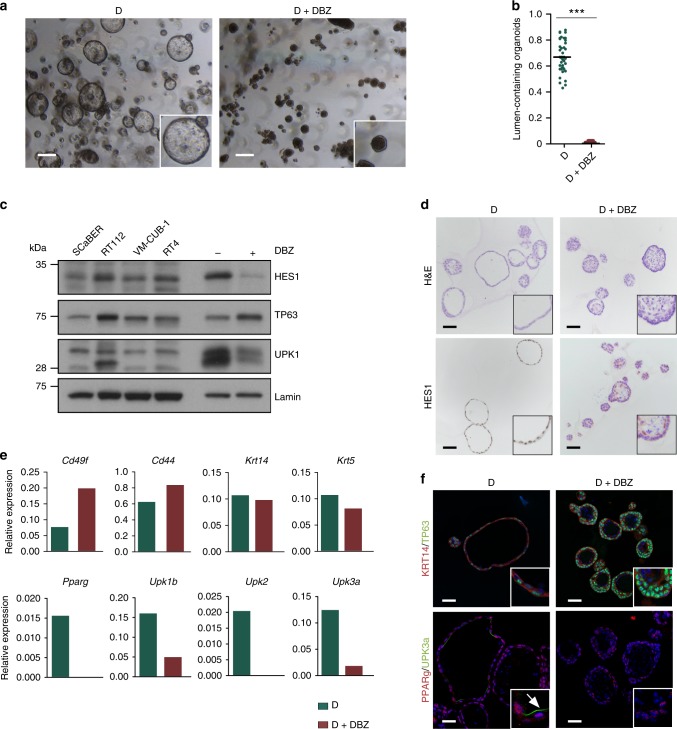
Notch pathway inhibition prevents the differentiation of urothelial organoids. **a** Phase contrast images of D organoids cultured in the presence of the γ-secretase inhibition (*n* = 4) (scale bar, 500 μm). **b** Quantification of the effects of DBZ on lumen formation (Mann–Whitney test). **c** Western blot analysis showing the expression of TP63 (basal marker), UPK3a, and UPK1b (luminal markers). **d** H&E and HES1 expression in organoids treated with DBZ (scale bar, 250 μm). **e** RT–qPCR analysis of expression of Notch target genes, proliferation, and urothelial differentiation markers in D organoids treated with DBZ; results were normalized to *Hprt* expression. **f** Immunofluorescence highlighting TP63 upregulation and UPK3a donwregulation upon treatment with DBZ (scale bar, 250 μm). ***p ≤ 0.001. Source data are provided as a Source Data file

### Single-cell organoid RNA-Seq unveils distinct cell populations

To analyze differentiation programs in the organoids with higher resolution, we performed scRNA-Seq (P organoids, *n* = 6826 cells; D organoids, *n* = 4896 cells). Dimensionality reduction and unsupervised clustering revealed four and three communities in P and D organoids, respectively (Fig. 8a). Detailed results of the analyses are provided in Supplementary Data 2. In proliferative conditions, the clusters displayed features characteristic of Basal-Proliferative, Basal, Intermediate-Low, and Intermediate-High cells. In differentiated conditions, Basal, Intermediate, and Luminal clusters were identified. The Basal-Proliferative cluster was only found in organoids maintained in complete medium whereas the Luminal cluster was exclusive to the differentiated organoids (Fig. 8a, b). The two Basal clusters identified in proliferation conditions shared expression of *Krt14*, *Trp63*, *Itga6/Cd49f*, and *Itgb4* whereas the Basal-Proliferative was selectively enriched in cell cycle genes (Fig. 8c, Supplementary Data 2). The Intermediate-Low cluster was characterized by expression of basal and intermediate (i.e. *Krt8*) markers, transcripts of tight junction components (*Tjp1*, *Cldn4, Cldn7*), and known (*Klf5)* as well as candidate (*Foxq1*) urothelial transcription factors. The Intermediate-High cluster showed increased expression of genes up-regulated in the Intermediate-Low cluster and of *Psca*, identified in this study as a marker of urothelial differentiation (Fig. 8c). The genesets enriched in the Basal and Intermediate clusters were similar in proliferative and differentiated organoids. The Luminal cluster showed higher levels of expression of Intermediate cluster markers as well as of uroplakins (Fig. 8c).

**Fig. 8:**
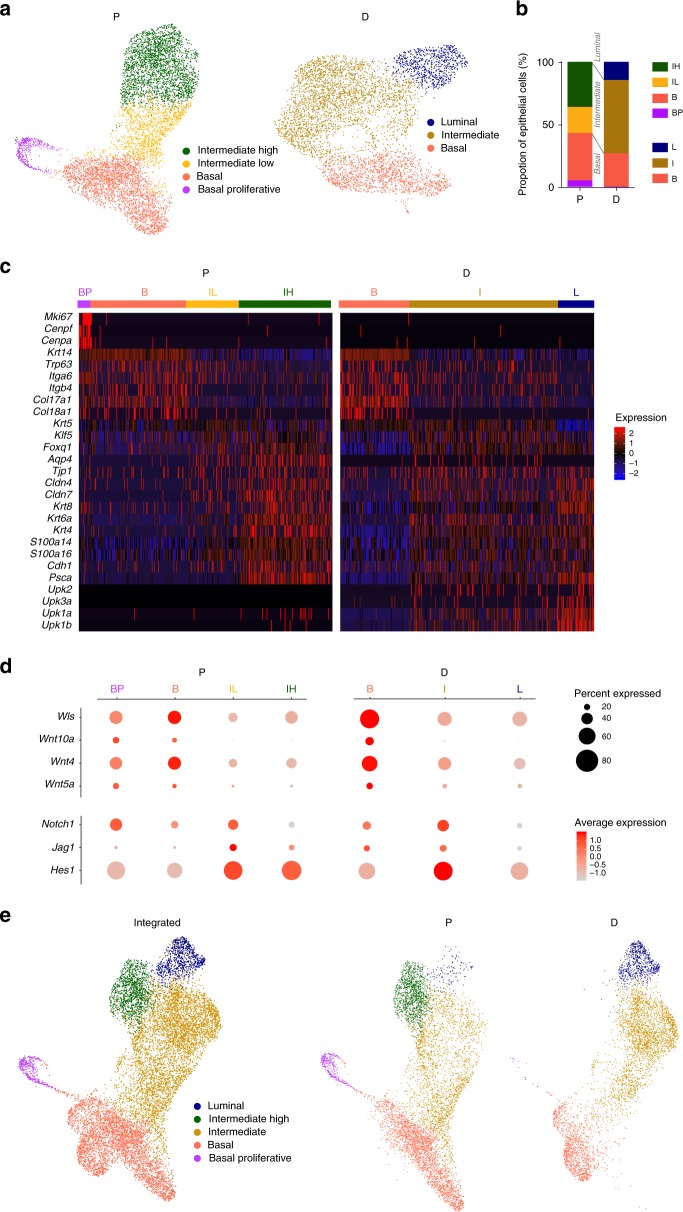
Single-cell RNAseq reveals distinct cell populations within P and D organoids. **a** Transcriptomic clusters in P (*n* = 6826 cells) and D (*n* = 4896 cells) organoids visualized using uniform manifold approximation and projection (uMAP) plots, colored according to cluster. **b** Proportion of cells from P and D organoids contributing to each of the clusters shown in panel **a**. **c** Heatmap depicting expression of selected cluster markers identified by differential expression analysis (Wilcoxon rank-sum test). **d** Dot plot depicting the expression of significantly differentially expressed genes from the Wnt and Notch signaling pathways in P and D organoids, according to cell clusters. **e** UMAP plots visualizing integrated analysis of cells from P and D organoids as a joint plot (left, *n* = 11722) or separate plots (P, center; D, right). For P organoids: B (Basal), BP (Basal-Proliferative), IL (Intermediate-Low) and IH (Intermediate-High); for D organoids: B (Basal), I (Intermediate), and L (Luminal). Source data are provided as a Source Data file

Among the differentially expressed genes (DEGs) in the Basal clusters were those coding for several Wnt ligands (*Wls*, *Wnt10a*, *Wnt4*, and *Wnt5a)* (Fig. 8d). Importantly, components of the Notch pathway were also differentially expressed: *Notch1* was enriched in Basal clusters whereas *Jag1* and *Hes1* were enriched in the Intermediate-Low and Intermediate clusters (P and D organoids, respectively) (Fig. 8d). These results suggest that the Notch pathway is transiently activated during urothelial differentiation.

An integrated analysis of both organoid scRNA-Seq datasets yielded five clusters with differentially expressed genes featuring Basal, Basal-Proliferative, Intermediate, Intermediate-High, and Luminal cells (Fig. 8e, Supplementary Fig. 7c). The DEGs characteristic of each cluster highly overlap with the ones of the individual analysis (Supplementary Fig. 8) suggesting a robust clusterization. Indeed, the Basal and a single Intermediate cluster are largely shared by both organoid populations. The Basal-Proliferative and Luminal clusters were consistently preserved in the integrated analysis (Fig. 8e). Supplementary Fig. 9 shows the expression of selected cell layer markers. Altogether, these findings indicate that the transcriptomes of organoids in proliferation and differentiation conditions share similarities (Basal, Intermediate clusters) but also display unique features (Basal-Proliferative or Luminal clusters).

## Discussion

The establishment of conditions for the self-renewal and differentiation of urothelial stem cells and the identification of markers thereof are crucial for an improved understanding of homeostasis and dysregulation in disease. In this work, we show that the Cd49f^high^ basal urothelial population contains a subset of cells with stem cell properties and long-term growth potential. Upon depletion of growth factors, these cells largely recapitulate urothelial differentiation, allowing to uncover pathways involved therein and providing an important resource for cell biology studies and approaches to regenerative and cancer medicine.

Cd49f/α6 integrin labels a population of urothelial basal cells that is reminiscent of the α2β1 and α3β1 integrin-expressing basal skin epidermal stem cells^30^, underscoring that similar hierarchies exist in stratified epithelia despite fundamental differences in proliferation dynamics. The integrated scRNA-Seq analysis revealed that β4 integrin is also significantly up-regulated in the Basal cell cluster (Supplementary Fig. 9). The population of Cd49f^high^ cells is heterogeneous and it will be important to identify subsets with highest self-renewal potential.

The growth factor dependencies of Cd49f^high^ cells and the growth pathways involved in bladder cancer reveals striking parallelisms. Cd49f and Cd44, highly expressed in proliferative cells with highest organoid-forming capacity, have been proposed as markers of the aggressive basal/squamous-like (BASQ) bladder cancer subtype^27,31,32^. The urothelial organoids reported here display a predominant basal phenotype and are critically dependent on EGF for growth. Similarly, BASQ-type bladder tumors show EGFR pathway deregulation, mainly through *EGFR* amplification, and are highly sensitive to EGFR inhibitors both in vitro and in xenograft models^33^. Wnt ligands are also required for optimal urothelial organoid growth, consistent with in vivo data indicating that stromal Wnt induced by epithelial Shh is required for urothelial recovery from damage impinged by infection or chemical injury^34^. Addition of the GSK3β inhibitor, acting as a Wnt agonist^35^, to organoids prevented the upregulation of urothelial markers in differentiation conditions. scRNA-Seq analysis showed that Wnt ligand mRNAs are selectively up-regulated in cells with basal features and Wnt pathway inhibition reduced the number of lumen-containing organoids, suggesting that epithelial-autonomous Wnt production could contribute to the maintenance of urothelial progenitors. Indeed, inhibition of Wnt secretion led to reduced expression of proliferation markers without major effects on the differentiation signature genes. In bladder cancer, genes involved in Wnt signaling are rarely mutated but epigenetic deregulation and deletion of *sFRP1*, coding for a Wnt pathway antagonist, has been reported in 25% of tumors^36^. Similarly, a role for Wnt has been proposed on the basis of the cooperation of mutant β-catenin with *Pten* deletion or *HRas* activation in mice^37,38^. These findings highlight the similar dependencies of normal and tumor cells across species.

Mullenders et al. have recently reported that EGF was not required for the long-term maintenance of their organoids, indicating that there may exist different urothelial cell populations with specific growth dependencies. In addition, organoid culture in the presence of FGFs resulted in pervasive branching and tube extension, morphological features that are only exceptionally observed in our culture conditions^23^.

We show unequivocally that urothelial organoids undergo differentiation as determined by the expression of urothelial signature markers, as well as by global transcriptomic analysis. Growth factor removal led to the downregulation of basal signature genes, including epidermal skin transcripts, and the upregulation of uroplakins and tight junction components. P organoids display a default squamous-like differentiation program while the D counterpart represents a late—but incomplete— differentiation state as indicated by the heterogeneous expression of uroplakins, the lack of morphologically distinguishable luminal umbrella cells, and the paucity/absence of KRT20-expressing cells under the conditions examined. 

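In a list of 25 tested genes of the cornified envelope and of squamous epithelia (among them small proline-rich proteins, keratins, loricrin and involucrin), 13 were called lower in D than in P organoids and 2 higher, 15 in all when adjusted over the list alone. The size of the list was −1.43 (camera adjusted p = 0.0134), and −0.90 without P60. The size depends on the filter, at −0.39 with no filter on low values and −2.28 with a mean FPKM of at least 5, and stayed below 0 under each scaling. Many of these genes lie in families of near-identical copies (*Sprr2*, *Stfa*) between which reads could have been split, so their values are uncertain and not independent of each other. *Krt20* had a mean FPKM below 1 and was not tested, with 0.634, 1.18 and 0.131 in D60, D97 and D98 and 0.556, 0.843 and 1.59 in P60, P97 and P98. With no filter on low values its log2 fold change was −0.29 (limma adjusted p = 0.519), so no difference between D and P organoids was detectable. By RT-qPCR, another measure, the paper reports *Krt20* mRNA as higher in D organoids.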

We speculate that the nature of the organoid cell-of-origin, multinucleation, mechanical forces involved in bladder wall distension, and in vitro exposure to urine—among others—may additionally contribute to the formation of umbrella cells and the activation of its characteristic terminal differentiation program^23^^,^^39^. Despite the lack of umbrella cells, the transcriptomics analyses provide evidence of the activation of a physiologically relevant gene expression program that results in the formation of organoids displaying impermeability, confirmed by functional assays using FITC-dextran. Interestingly, RNA-Seq unveiled differential expression of transcripts coding for members of the Claudin family in proliferative and differentiation conditions. These findings suggest the contribution of cells other than umbrella cells to the barrier function, although our in vitro studies reported cannot be directly compared with the in vivo situation. In addition, it is conceivable that Claudins—and other tight junction proteins—contribute to other processes beyond cell–cell adhesion^6^.

The organoid system described is validated by the response to established regulators of urothelial differentiation such as PPARγ and EGFR inhibitors. Previous studies using 2D cultures had shown that TERT-immortalized urothelial cells lost the ability to respond to PPARγ agonists^40^. By contrast, our organoids undergo differentiation upon culture with PPARγ activators and EGFR inhibitors in complete medium after several in vitro passages. Organoids retained differentiated features in the absence of complete medium components and upon inhibition of PPARγ with an inverse agonist, suggesting either residual PPARγ activity or the participation of additional signaling pathways. In this regard, bulk organoid transcriptomics analysis pointed to a previously unknown role of Notch in normal urothelial differentiation that was confirmed using scRNA-Seq and two different γ-secretase inhibitors. The single-cell analyses revealed highest levels of the Hes1 in cells with intermediate differentiation features, suggesting transient pathway activation during differentiation. These findings are consistent with genetic evidences indicating that somatic mutations in genes coding for Notch pathway components occur in urothelial tumors^41–44^ and downregulation of *NOTCH1* and *DLL1* transcript levels in bladder cancer cells^45^. Notch activation can suppress bladder cancer cell proliferation by direct upregulation of dual-specificity phosphatases; accordingly, ERK1 and ERK2 phosphorylation was associated with *NOTCH* inactivation and tumor aggressiveness^41^. The findings in human samples are supported by studies using genetic mouse models: ubiquitous or urothelium-specific inactivation of Nicastrin, a γ-secretase complex component, led to BASQ-like tumors and this phenotype was suppressed by inducible overexpression of Notch-IC^41^. In addition, urothelial deletion of Presenilin-1/2 or Rbpj accelerated carcinogen-induced squamous tumors with of epithelial-to-mesenchymal features^44^. These results indicate that Notch is not only involved in tumorigenesis but it also supports differentiation in the urothelium. Inactivation of this pathway is co-opted during carcinogenesis to promote the development of poorly differentiated, aggressive, tumors.

Methods for the expansion of human urothelial tumors as organoids have been reported recently^22,23^. This work shows that the organoids largely reflect the genetic alterations present in the original tumors and they display the phenotype of the major bladder cancer subtypes. They also maintain substantial phenotypic stability while exhibiting plasticity upon in vivo expansion. Furthermore, preliminary evidence indicates that organoids may predict in vivo drug responses. The most fundamental difference of the culture conditions used in the study of Lee et al.^22^ and ours refers to the use of fetal bovine serum. The growth medium used in this study has not allowed the expansion of normal human urothelium or bladder tumors from patients. Further work is required to identify species- and tissue-specific growth requirements, considering the recent reports on human bladder cancer organoids^22,23^.

We describe a single-cell transcriptomic analysis of the organoids that not only substantiates the findings at the whole population level but it also provides clues as to the molecular mechanisms involved in urothelial differentiation and homeostasis. For example, cells in the Basal cluster are enriched for expression of several collagen transcripts, suggesting epithelial–mesenchymal features. Intermediate cells are enriched in transcripts for several transcription factors not previously known to be involved in urothelial differentiation, including HOPX and FOXQ1. Interestingly, *FOXQ1* is expressed at highest levels in the bladder (https://gtexportal.org/home/); while rarely altered in tumors, the highest frequency of *FOXQ1* mutations occurs in bladder cancer, with clustering in the vicinity of the forkhead domain (https://www.intogen.org/search). By contrast, *Gata3*, *Foxa1*, and *Pparγ* are not differentially expressed among the clusters, pointing to the existence of differentiation regulatory networks with distinct structures. We also identify cell surface markers of these populations that will allow the isolation and characterization of urothelial cell subsets with greater precision. Among them is PSCA, the expression of which is influenced by genetic polymorphisms associated with bladder cancer risk^46,47^.

The identification of a mouse urothelial stem cell population able to form organoids with high efficiency, while maintaining differentiation capacity, should facilitate the study of the molecular pathophysiology of bladder diseases, including the interaction of epithelial cells with pathogens. These tools will also allow dissecting the molecular mechanisms through which oncogenes and tumor suppressors contribute to bladder cancer.

## Methods

### Mice

C57BL/6 (Jackson Laboratories, 000664 RRID:IMSR_JAX:000664), Hsd:Athymic Nude-*Foxn1nu* (Jackson Laboratories, 002019), 129-Gt.*ROSA26 Sor-CAG-EGFPLuo* (Jackson Laboratories, 006053), and *ROSA26 mT/mG* mice (Jackson Laboratories, 007576) were housed in a specific pathogen-free environment according to institutional guidelines. *129-Gt.ROSA26 Sor-CAG-EGFPLuo* mice were kindly provided by Maria A. Blasco (CNIO). Mice were sacrificed by CO_2_ inhalation. Urothelial bladder suspensions were produced from 7- to 12-week-old mice both for the establishment of organoids and for fluorescence-activated cell sorting (FACS) analyses. For xenograft transplantation, Hsd:Athymic Nude-*Foxn1nu* mice were injected with 10^6^ cells in 100 μL Matrigel under the flank or 5 × 10^4^ cells in 50 μL Matrigel under the kidney capsule. All experiments were performed in accordance with the guidelines for Ethical Conduct in the Care and Use of Animals as stated in The International Guiding Principles for Biomedical Research involving Animals, developed by the Council for International Organizations of Medical Sciences (CIOMS), and approved by the institutional Ethics and Animal Welfare Committee (Instituto de Salud Carlos III, Madrid, Spain).

### Cell lines

ScaBER, RT112, VM-CUB-1, and RT4 urothelial bladder cancer cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma-Aldrich, D5671), supplemented with 10% FBS (HyClone, Logan, UT, USA), 1% sodium pyruvate (Life Technologies, 11360070), and 1% penicillin/streptomycin (Gibco, 15140122) (basic DMEM). VM-CUB-1 cells were used as a positive control for the xenograft experiments. LWnt3a- producing cells transfected with the Wnt3A cDNA (a kind gift from Dr. E. Batlle) were used to produce Wnt3A conditioned medium^48^. RSPO1 was supplemented as the conditioned medium of Expi293 (Life Technologies, A14527) cells transfected with a pOPINE-G-RSPO1-His6 plasmid (a kind gift of Dr. E. Batlle) using the ExpiFectamine™ 293 Transfection Kit (ThermoFisher, A14525). The activity of both conditioned media was confirmed by testing their effect on *Axin2* mRNA expression in HeLa cells using RT–qPCR. Murine macrophage RAW 264.7 cells (a kind gift from Dr. M. Soengas) were maintained in basic DMEM and used to confirm the pharmacological modulation of PPARγ activity. Cells were seeded at 70% confluence in basic DMEM supplemented with oxLDL (15 μg/mL) alone or with either Roziglitazone (10 μM) or T0070907 (2 μM). After 2 h, cells were cultured with basic DMEM supplemented with oxLDL (15 μg/mL). After 48 h, RNA was extracted. All cells were allowed to settle in a humidified incubator at 37 °C, 5% CO_2_. All cell lines used were Mycoplasma-free.

### Establishment of mouse organoids

Mice were sacrificed and the bladder was accessed and turned inside-out leaving the urothelial surface exposed. The urothelium was enzymatically digested with collagenase P (0.5 μg/mL) (Roche, 11215809103) in Hank’s Balanced Salt Solution (HBSS) (Life Technologies, 14025050) in a thermoblock with gentle shaking at 37 °C for 20 min. Collagenase P was inactivated with 2 mM EDTA and 50% FBS. The cell suspension was collected and the remaining urothelium was scraped. After filtration through a 70-μm strainer and centrifugation at 1200 r.p.m. for 5 min at 4 °C, the pellet was washed 2× with washing medium [Advanced DMEM F12 medium (Gibco, 12634010) + 1× HEPES (Gibco, 15630080) + 1× Glutamax (Gibco, 35050061)] and cells were embedded in growth factor-reduced and phenol red-free Matrigel (Corning, 356231). Matrigel-cell suspensions (20 μL drops) were plated onto six-well plates, allowed to settle in a humidified incubator at 37 °C/5% CO_2_, and overlaid with 2 mL complete medium (see below). Medium was replaced every 2–3 days. Cultures were usually expanded at a 1:4–1:6 ratio every 7–10 days. After Matrigel removal with Cell Recovery Solution (Corning, 354253) on ice, the cell suspension was washed with phosphate-buffered saline (PBS), then with washing medium, and centrifuged at 1200 r.p.m. for 5 min at 4 °C. Then, organoids were chemically digested with Dispase II solution (10 mg/mL) (Gibco, 17105041) for 15–20 min in a rotating wheel at room temperature. The reaction was neutralized with 2 mM EDTA and single cells were obtained by mechanical disruption with a syringe with a 21G needle for at least strokes. After two washes with washing medium, the pellet was embedded in fresh ice-cold Matrigel, seeded on six-well plates, and covered with medium as described. Unless otherwise specified, organoids were maintained in culture with complete medium [Advanced DMEM/F12, 1× penicillin/streptomycin, 1× HEPES, 1× GlutaMAX, 50% WNT3A conditioned medium, 5% human RSPO1 conditioned medium, 1× N2 (Gibco, 17502048), 1× B27 (Gibco, 12587010), 50 ng/mL human recombinant EGF (Invitrogen, PHG0311L), 1 mM *N*-acetylcysteine (Sigma-Aldrich, 616-91-1), 50 μg/mL human Noggin (Peprotech, 120-10C) and 1 μM LY2157299 (AxonChem, 700874-72-2)]. The ROCK inhibitor Y-27632 (10 μM) (Sigma-Aldrich, 129830-38-2) was added during the first 3 days of culture. For differentiation experiments, organoids were cultured for the first 7 days in complete medium, reseeded (without disaggregation) in fresh Matrigel, and cultured either with complete or differentiation medium (lacking WNT3A and RSPO1 conditioned medium, EGF, LY2157299, and Noggin) for the following 7 days. PPARγ modulators were added to the medium (complete or differentiated) as indicated in the text, at the following concentrations: Rosiglitazone (1 μM) (Sigma-Aldrich, 122320-73-4), T0070907 (10 μM) (Sigma-Aldrich, 313516-66-4). The EGFR inhibitor Erlotinib was used at 0.5 μM (Sigma-Aldrich, CDS022564). The γ-secretase inhibitors DAPT (5 μM) (Sigma-Aldrich, 208255-80-5) or DBZ (2.5uM) (Tocris, 4489), porcupine inhibitor IWP-2 (5 μM) (Merk, 681671), and Wnt agonist CHIR99021 (2.5 μM) (Tocris, 4423) were added to P organoids on day 7 and organoids were allowed to grow in differentiation medium until day 14. Microphotographs were taken using an inverted microscope (Olympus CK-30). In order to cryopreserve organoids, 7-day cultures were washed once in PBS, Cell Recovery Solution was added, and cells were collected and placed on ice for 30 min. After washing once with PBS, then with washing medium, and centrifugation at 1200 r.p.m. 4 °C for 5 min, organoids were resuspended in freezing medium [10% DMSO (Sigma-Aldrich, D2650) in Advanced DMEM/F12 supplemented with 10 μM Y-27632] at a density equivalent to three confluent drops/500μL. Cryovials were stored at −80 °C. For thawing, vials were placed in a 37 °C water bath and the contents washed twice with Advanced DMEM/F12 before reseeding in Matrigel at the required density.

In experiments analyzing FACS-sorted populations, cell viability of the different populations was assessed and found to be comparable.

All experiments reported were performed without cell sorting based on EpCAM expression, using low-passage cultures (<10), unless stated otherwise.

For all major experiments, at least two—and generally three—independent biological replicates—in addition to technical replicates—were performed.

### Flow cytometry analysis

Urothelial cell suspensions obtained as previously described were incubated with blocking buffer (1% bovine serum albumin (BSA)/3 mM EDTA in PBS) for 15 min at room temperature. After washing twice with PBS, cells were incubated with FITC-labeled anti-mouse EpCAM (BioLegend, 118207), APC-labeled anti-mouse EpCAM (BioLegend, 118213), FITC-labeled WGA (Vector Laboratories, FL-1021), PE-labeled anti-mouse/human CD49f (BD Biosciences, 555736), APC-labeled anti-mouse CD45 (BD Biosciences, 559864, PE-labeled anti-mouse CD31 (BD Biosciences, 555027), PE-labeled anti-mouse CD140a (Labclinics, 16-1401-82), PE-labeled anti-mouse Ter119 (BioLegend, 116208), and/or APC-labeled anti-mouse/human CD44 (BioLegend, 103011) antibodies in FACS buffer (0.1% BSA/3 mM EDTA in PBS) for 30 min at 4 °C. After washing twice with PBS, cells were resuspended in FACS buffer and stained with DAPI (Sigma-Aldrich, D9542). In all the experiments a control sample lacking primary antibody and a Fluorescence Minus One (FMO) control were used. In the experiments using isolated urothelial cells, EpCAM + single cells were sorted by FACS and dead cells were excluded from subsequent analyses. In the experiments with organoids, samples were disaggregated as previously described and single-cell suspensions were incubated with PE-labeled anti-mouse/human CD49f antibody. In the case of *D* < 70 μm and *D* > 70 μm, organoids cultured for 7 days in complete medium were filtered using a 70 μm filter and the fall through and the retained organoids were reseeded in Matrigel and cultured in differentiation medium. All samples were analyzed using a FACS Influx or AriaII (BD Biosciences) flow cytometer and at least 10,000 events were acquired. Analyses were performed using FlowJo version 10.2 flow cytometer analysis software.

### Clonality experiments

FACS-sorted freshly isolated urothelial cells were embedded in 5 μL of Matrigel in a 96-well format at 1, 10, or 100 cells/well for the clonal growth experiments. For the monoclonality experiment, organoids derived from mice of the 129-Gt.*ROSA26 Sor-CAG-GFPLuc* and *ROSA26 mT/mG;Ubc-CreERT2* strains were separately established; after dissociation to single-cell suspensions they were mixed at a 1:1 ratio and allowed to grow as organoids in 20 μL of Matrigel/drop in 48-well plates at 1000 cells/well. Organoids containing cells of the corresponding fluorescent color (EGFP, Tomato, and chimeras) were counted.

### Cell cycle re-entry experiments

Urothelial cell suspensions were seeded in complete medium for 7 days. Afterwards, organoids were resuspended in Matrigel and cultured for the following 7 days either in complete medium, differentiation medium, or in differentiation medium supplemented with Rosiglitazone (1 μM) and Erlotinib (0.5 μM). On day 14, the medium was replaced with either complete or differentiation medium and cultures were allowed to grow until day 21.

### Organoid quantification

For the leave-one-out experiments, images were acquired with ×40 resolution with CCD-microscope using a brightfield filter. Three pictures in the *Z*-axis were taken in order to collect the majority of the organoids. Then, a Z-stack was done using ImageJ software. For immunofluorescence and growth assays, quantification was performed with tailored routines programmed in Definiens XD v2.5 software. Data on organoid features (layer thickness, lumen, and diameter) were derived from the signal distribution upon Hoechst staining. Organoid growth and time-lapse videos were acquired using a DMI6000B brightfield microscope from Leica Microsystems with an HC PL APO ×10 0.4 NA dry objective. Cells were maintained in a temperature-controlled (37 °C), humidified environment in the presence of 5% CO_2_ during imaging.

### Barrier function assays

A derivative of FRAP-derived strategy was used whereby the influx of Fluorescein isothiocyanate–dextran (average mol wt 3000–5000) (Sigma-Aldrich, 60842-46-8) into the organoid is measured after bleaching the original fluorescence. Organoids were cultured in μ-slide eight-well Ibidi plates (Ibidi, 80826). In the pre-bleaching step, the original signal was registered. After bleaching by pointing the laser into the lumen for 20 s (488 nm wavelength at maximum power), the signal decayed and a new register was established. In the recovery phase, the entrance of FITC-dextran into the lumen was measured. The recovery period spanned for a total of 14 h, with images acquired every 30 min. The assay was performed using a Leica TCS-SP5 (AOBS) Leica Microsystem laser scanning confocal microscope with a ×40 immersion oil objective (HCX PLAPO 1.2 NA). The normalized intensity of luminal FITC-dextran was calculated by dividing the measurements corresponding to the region of interest in the lumen by the background in the Matrigel.

### Western blotting

Organoids were pelleted after removing Matrigel with Cell Recovery Solution and whole cell extracts were prepared using RIPA buffer [0.05 M Tris-HCl pH 7.5, 0.1% SDS, 0.15 M NaCl, 1% Triton X-100 (Sigma-Aldrich) and 1% sodium deoxycholate] containing protease and phosphatase inhibitors (leupeptin, 10 μg/mL; aprotinin, 10 μg/mL; PMSF, 1 mM; orthovanadate, 1 mM; NaF, 1 mM; all from Sigma-Aldrich). Cell lysates were fractionated by SDS-PAGE, transferred to PVDF membranes, and incubated with the following primary antibodies: mouse monoclonal anti-UPK3a (Santa Cruz, sc-166808), mouse monoclonal anti-UPK1b (a kind gift from Dr. A. García-España), goat polyclonal anti-Lamin (Santa Cruz, sc-6216), rabbit monoclonal anti-HES1 (a kind gift from Dr T. Sudo), mouse monoclonal anti-TP63 (Abcam, ab735). Enhanced chemiluminiscence was used; films were exposed to ensure that bands were not saturated.

### Immunofluorescence and immunohistochemistry

Matrigel drops containing organoids were collected 7 days after seeding, fixed in 10% formalin, and embedded in paraffin. Mouse bladders (C57BL/6) were embedded in OCT or formalin-fixed and paraffin-embedded. Sections (3 μm) were obtained for immunofluorescence and immunohistochemistry analyses. After deparaffinization and rehydration, antigen retrieval was performed by boiling in citrate buffer pH 6 for 10 min. For IF, sections were incubated with 3% BSA/0.1% Triton in PBS for 45 min at room temperature and incubated with primary antibodies overnight at 4 °C. After washing with 0.1% Triton/PBS, the appropriate fluorochrome-conjugated secondary antibodies (Alexa Fluor 488-labeled goat anti-mouse Ig (A-11001), Alexa Fluor 555-labeled goat anti-rabbit Ig (A-21428), Alexa Fluor 488-labeled goat anti-chicken Ig (A-11039), and Alexa Fluor 680-labeled goat anti-rabbit Ig (A-27042); Life Technologies) were added for 45 min, sections were washed, and nuclei were counterstained with DAPI. After washing with PBS, sections were mounted with Prolong Gold Antifade Reagent (Life Technologies, P36930). Images were acquired using a confocal microscope (Leica, SP5) with a ×40 immersion oil lens and a zoom of 1–2.5. For immunohistochemistry, endogenous peroxidase was blocked with 3% H_2_O_2_ in PBS for 30 min, sections were incubated with 3% BSA/0.1% Triton in PBS for 45 min at room temperature, and with primary antibody overnight at 4 °C. After washing with 0.1% Triton/PBS, sections were incubated with the appropriate secondary antibodies (Envision kit for mouse K4001 or rabbit K4003 Ig, Dako) for 45 min, washed, and reactions were developed with DAB (Dako, K3468). Sections were lightly counterstained with hematoxylin, dehydrated, and mounted. All shown images are representative of >10 random fields.

The following reagents were used: FITC-labeled WGA (Vectorlabs, FL-1021), PE-labeled anti-mouse/human CD44 (BioLegend, 103023), PE-labeled anti-mouse/human CD49f (BD Biosciences, 555736), mouse monoclonal anti-Claudin4 (Santa Cruz, sc-376643), rat monoclonal anti-Zo-1 (Santa Cruz, sc-33725), rabbit monoclonal anti-PPARγ (Cell Signalling, 2435T), rabbit polyclonal anti-Ki67 (Novocastra, NCL-Ki67p), rabbit monoclonal anti-FOXA1 (Abcam, ab173287), mouse monoclonal anti-E-Cadherin (BD Biosciences, 610181), rabbit monoclonal anti-Cleaved-caspase-3 (Cell Signalling, 9579), rabbit polyclonal anti-KRT5 (BioLegend, 905501), rabbit polyclonal anti-KRT14 (BioLegend, 905301), anti-TP53, mouse monoclonal anti-UPK3a (Santa Cruz, sc-166808), mouse monoclonal anti-UPK1b (kind gift from Dr. A. García-España), rabbit monoclonal anti-ITGA6/CD49f (Abcam, ab181551), and rat monoclonal anti-HES1 (395A/A7, CNIO Monoclonal Antibody Core Unit). Antibody concentrations are provided in the Nature Protocol Exchange article^49^ and Reporting summary.

### Real-Time quantitative PCR

Total RNA was extracted from organoids using the TRI Reagent® (Sigma-Aldrich, T9424) followed by the PureLinkTM RNA Mini Kit (Life Technologies, 12183020), according to the manufacturer’s instructions. For cells grown in 2D culture, RNA was extracted using ReliaPrep^TM^ RNA Cell Miniprep System Kit (Promega, TM370). Samples were treated with DNase before reverse transcription (Life Technologies, AM1906). cDNA was generated from 200 to 1000 ng of RNA using random hexamers and reverse transcriptase using the TaqMan® Reverse Transcription Reagents (Life Technologies, N8080234). Reaction mixes lacking RT were used to ensure the absence of genomic DNA contamination. PCR amplification and analyses were conducted using the 7900HT Real-Time PCR System (Applied Biosystems, Life Technologies) using GoTaq® qPCR Master Mix (Promega, TM318). Gene-specific expression was normalized to *Hprt* (organoid cultures), *β-actin* (RAW 264.7 cells), and *GAPDH* (HeLa cells) using the ΔΔCt method. For RT–qPCR, primer pairs were designed to achieve inter-exon products of 200–250 bp. Primer sequences are provided in Supplementary Table 1.

### Bulk RNA-sequencing analysis

RNA quality was assayed by laboratory chip technology on an Agilent 2100 Bioanalyzer. PolyA + RNA was isolated from total RNA (1 μg, RIN > 9), randomly fragmented, converted to double stranded cDNA, and processed through subsequent enzymatic treatments of end-repair, dA-tailing and ligation to adapters according to Illumina’s TruSeq RNA Sample Preparation v.2 Protocol. The adaptor-ligated library was completed by limited-cycle PCR with Illumina PE primers (8 cycles). The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation (TruSeq cluster generation kit v.5) and sequenced on a Genome Analyzer IIx with SBS TruSeq v.5 reagents, according to the manufacturer’s protocols. The sample sequencing was paired-end. Three paired samples of organoids cultured in proliferative and differentiation conditions were analyzed. The Nextpresso version 1.9.1 analysis pipeline (Bioinformatics Unit, CNIO, Madrid) was used to process the data with the version MGSCv376/mm8 of the mouse genome^50^. Promoter motif analysis of differentially expressed genes was performed using ISMARA version 1.2.1.

### Principal component analysis

The Pearson correlation was calculated from the expression values (expressed as fragments per kilobase of transcript per million mapped reads) of each gene for each sample by using the “cor” command in R (https://www.r-project.org/). Principal component analysis was performed using the “prcomp” command in R, from the correlation value of each sample.

### Gene Set Enrichment Analysis

The list of genes was ranked by the “t-stat” statistical value from the cuffdiff output file. The list of pre-ranked genes was then analyzed with GSEA for Gene Ontology (GO) database. Significantly enriched GO terms were identified using a false discovery rate *q* value of less than 0.25. The analyses were carried out as defined in http://www.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html?Interpreting_GSEA.

### Droplet based single-cell mRNA sequencing

Organoids were enzymatically dissociated and cells were suspended in PBS with 0.04% BSA (Ambion AM2616). Cells (10,000 per condition, cell viability >70%) were loaded onto a 10x Chromium Single Cell Controller chip B (10x Genomics) as described in the manufacturer’s protocol (Chromium Single Cell 3ʹ GEM, Library & Gel Bead Kit v3, PN-1000075). Generation of gel beads in emulsion (GEMs), barcoding, GEM-RT clean up, cDNA amplification, and library construction were performed following the manufacturer’s recommendations. Libraries were loaded at a concentration of 1.8 pM and sequenced in an asymmetrical pair-end format, with 28 bases for read 1 and 56 for read 2 in a NextSeq500 instrument (Illumina). Sequencing depth was 58 and 53 million paired reads for proliferative and differentiated organoids, respectively.

### Single-cell RNAseq data computational analysis

Reads were locally processed with Bcltofastq (bcl2fastq 2.19.0; Illumina). Cell Ranger version 3.0.2 software (10x Genomics) pipeline was then used to demultiplex and align reads to the GRCm38/mm10 transcriptome. FastQC software was used to check sequencing read quality. Cell Ranger count generated the matrices used in the next analysis step.

Cell Ranger matrix data (barcodes, features, and count matrix) were loaded onto the Seurat R package (version 3.0.0.9000). In order to identify and exclude low-quality cells from downstream analyses pre-processing was performed for both datasets. The distribution of UMIs (Unique Molecular Identifiers), genes, and the percentage of mitochondrial-encoded genes across cells were visualized using the ggplot2 R package. Cells with >800 genes detected were kept. Since a high percentage of mitochondrial genes is considered a characteristic of low-quality cells^51^, cells expressing >12% of mitochondrial genes were excluded from downstream analysis (Supplementary Fig. 9). After the filtering steps outlined above, 6826 cells with a median gene count of 1151.5 were retained for downstream analysis of the proliferative organoids and 4896 cells with a median gene count of 1346.5 were retained for downstream analysis of the differentiated organoids.

Normalization of filtered cells was performed by dividing gene counts for each cell by the total number of counts for that cell multiplied by a scale factor (10,000- default parameter) and then natural log-transformed.

To identify genes exhibiting high variability across cells in each dataset, and use those heterogeneous features in downstream analysis, we used “vst” method implemented in Seurat v3 FindVariableFeatures function^52^. This method performs feature selection by computing the mean and variance of each gene using unnormalized data and applying log 10 transformation to both and then fitting a line to the relationship of log(variance) and log(mean) using local polynomial regression (loess). Standardized feature values are obtained with the observed mean and the expected variance, given by the fitted line. Feature variance is then calculated on the standardized values after clipping to a maximum value (default parameter: square root of the number of cells). This variance is used to rank the features for each dataset. A subset of 2000 genes (Supplementary Fig. 7b, Supplementary Data 2) exhibiting high cell-to-cell variation was selected for downstream analysis. Lastly, genes were scaled and centered in each dataset by z-normalization to standardize the dynamic range across genes. This was done to ensure subsequent downstream analysis was not biased towards highly expressed genes.

Linear dimensional reduction was performed on the scaled data using principal component analysis (PCA). Elbow plots and JackStraw permutations test were applied to determine the dimensionality of each dataset as significant principal components (*p* value cut-off of less than 0.05) (25 PCs for proliferative and 21 PCs for differentiated organoids).

The minimal number of clusters was estimated by determining the robustness of the consensus matrix using SC3 R package^53^. The identification of biologically relevant communities was performed by means of a graph-based clustering in Seurat through the construction of a KNN graph and posterior cell clusterization using the Louvain algorithm (resolution 0.2). Cell clusters were visualized using uniform manifold approximation and projection (UMAP)^54^ plots with previously selected significant components as an input.

Cluster gene markers were detected with Seurat R package using a Wilcoxon rank sum test between each cluster and the rest of cells in the dataset and *p* value adjustment was performed using Bonferroni correction based on the total number of genes in the dataset.

Both organoid datasets were integrated into a shared space through the identification of common shared features termed anchors between cells across P and D organoids^52^. Both datasets were pre-processed and normalized separately as described above. Dimensional reduction was performed by means of canonical correlation analysis (CCA)^55^. We defined the dimensionality of the integrated dataset by using 25 canonical vectors CCV (maximum number of significant principal components chosen in individual analysis) that project the two datasets into a correlated low dimensional space. After dimensional reduction, we identified the K nearest neighbors (KNNs) for each cell within both datasets, using the L2 normalized CCV. Lastly, we identified the “anchors” as pairwise correspondences by mutual nearest neighbors (MNN). These anchors were filtered and scored to reduce the effect of incorrect identification and weighted in a matrix that defines the strength of association of each cell and each anchor. Batch correction was then performed by matching MNN as described by Haghverdi et al.^56^. These steps were implemented in the FindIntegrationAnchors and IntegrateData Seurat functions. Downstream analysis on the integrated dataset was performed as it was done for individual analysis (Clustering (resolution 0.17), Cluster markers, and differential expression analysis).

### Additional resources

Claudin expression data were extracted from the Human Protein Atlas (www.proteinatlas.org). GenePattern was used to compute all heatmaps here presented. IDraw was used to generate the panels and figures.

### Quantification and statistical analyses

All quantitative data are presented as mean ± s.e.m. from ≥2 experiments or samples per data point (*n* is mentioned in each figure legend). Non-parametric Mann–Whitney *U* test (two-tailed) was used to assess significance levels and ANOVA was used to compare more than two groups. Statistical analysis was performed using GraphPad Prism version 6 software. For further statistical details, refer to each figure legend. For in vitro experiments, sample size required was not determined a priori. The experiments were not randomized.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information_new

Supplementary Data 1_new

Supplementary Data 2_new

Supplementary Movie 1

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information. The bulk RNAseq data generated in this study have been deposited in the GEO database under accession code: GSE109566. The single-cell RNA-Seq data have been deposited in the GEO database under accession code: GSE131909. Materials, other data, and Excel files with significantly differentially regulated genes and pathways are available upon reasonable request to the authors. A step-by-step protocol describing the establishment, maintenance, and differentiation of organoids can be found at Nature Protocol Exchange with DOI 10.21203/rs.2.12413/v1^49^.

# Supplementary material for: Urothelial organoids originating from Cd49fhigh mouse stem cells display Notch-dependent differentiation capacity
**Source:** Nat Commun. 2019 Sep 27;10:4407. doi: 10.1038/s41467-019-12307-1
**Supplement:** Supplementary file 1 — Supplementary information_new

## **Supplementary Information - Santos et al.**

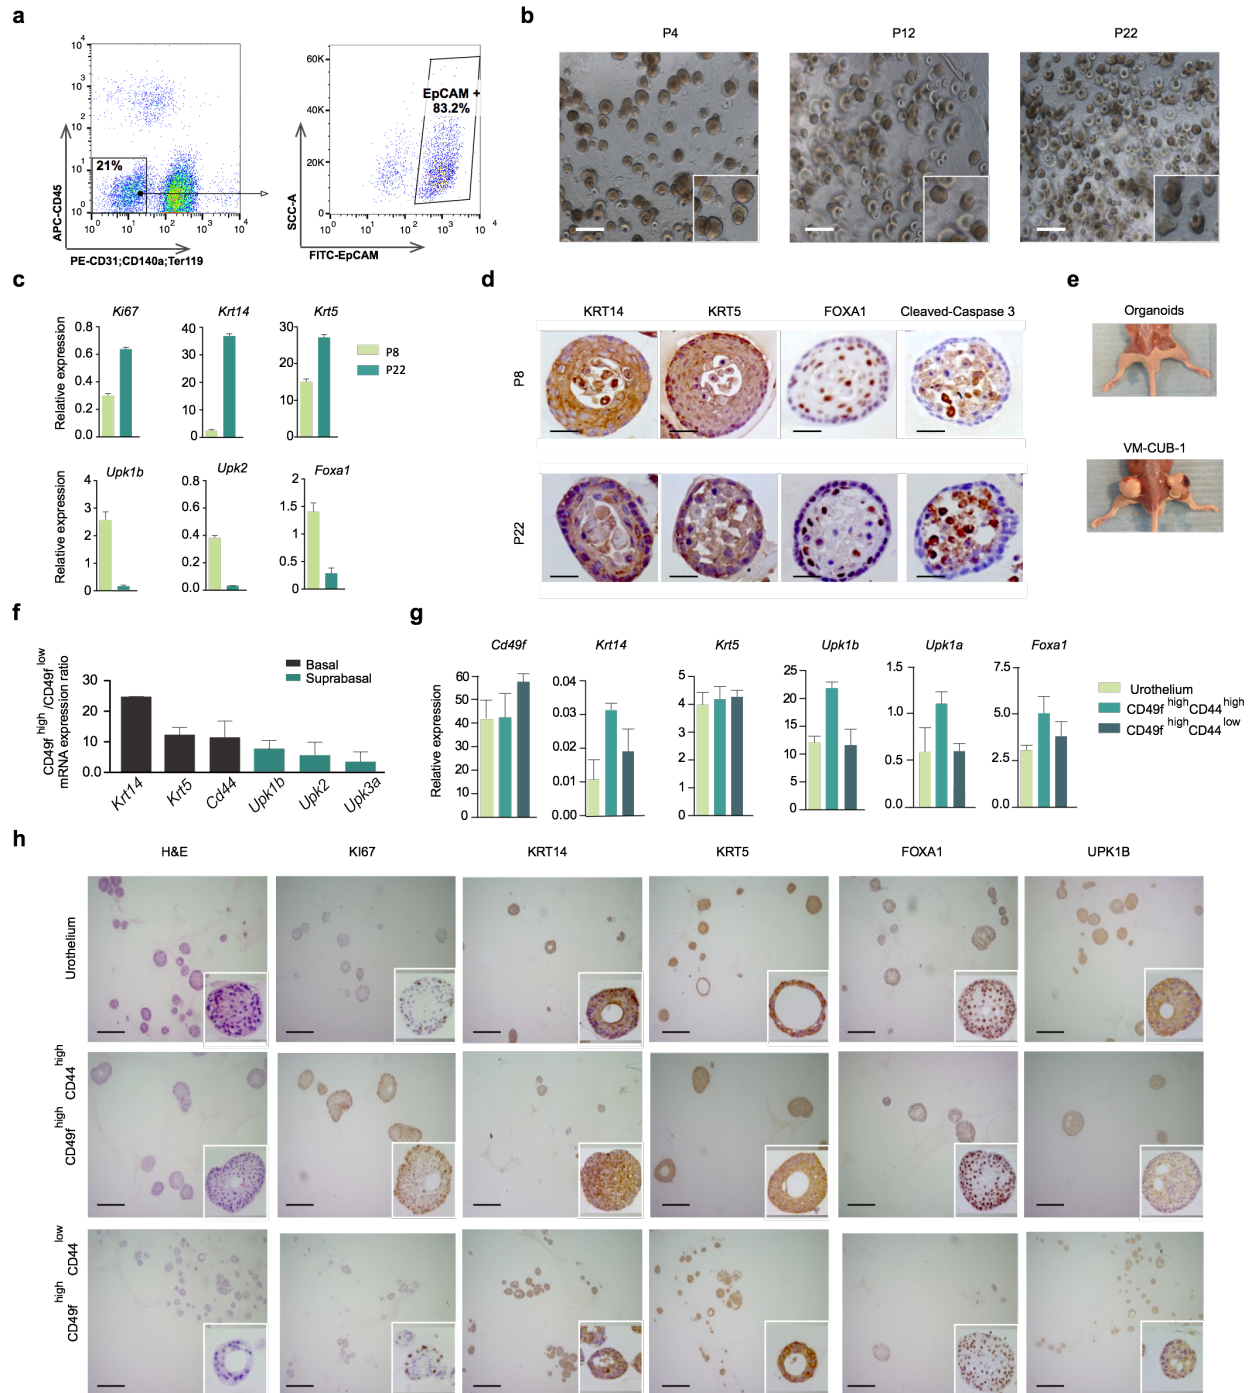

**Supplementary Figure 1. CD49f labels an organoid-forming urothelial cell population with stem cell features.** (a) Flow cytometry analysis reveals that urothelial digests contain ~20% EpCAM<sup>+</sup> epithelial cells with a major contribution of fibroblasts, leukocytes and endothelial cells. (b) Representative phase contrast images of organoids at different passages (P4, P12 and P22) (scale bar, 500µm). (c) RT-qPCR analysis of the expression of urothelial differentiation genes in proliferative (P) organoids at P8 and P22. Continued culture was associated with an enrichment of cells expressing basal markers. (d) Immunohistochemical analysis of urothelial differentiation marker expression in P organoids at P8 and P22 (scale bar, 100µm). (e) Subcutaneous xenotransplantation in the flank of nude mice; VM-CUB-1 urothelial bladder cancer cells were used as a positive control ( $n=6$ ). (f) Relative enrichment of urothelial marker transcripts in CD49f<sup>high</sup> cells compared to CD49f<sup>low</sup> cells. Graph representative of one experiment out of 2; error bars indicate SD. (g) RT-qPCR analysis of the expression of urothelial differentiation markers in organoids derived from FACS-sorted CD49f<sup>high</sup> CD44<sup>high</sup> and CD49f<sup>high</sup> CD44<sup>low</sup> cells compared to those derived from unsorted cells; error bars indicate SEM. (h) H&E and immunohistochemical analysis of Ki67 and urothelial differentiation markers in organoids generated from the indicated FACS populations (scale bar, 750µm).

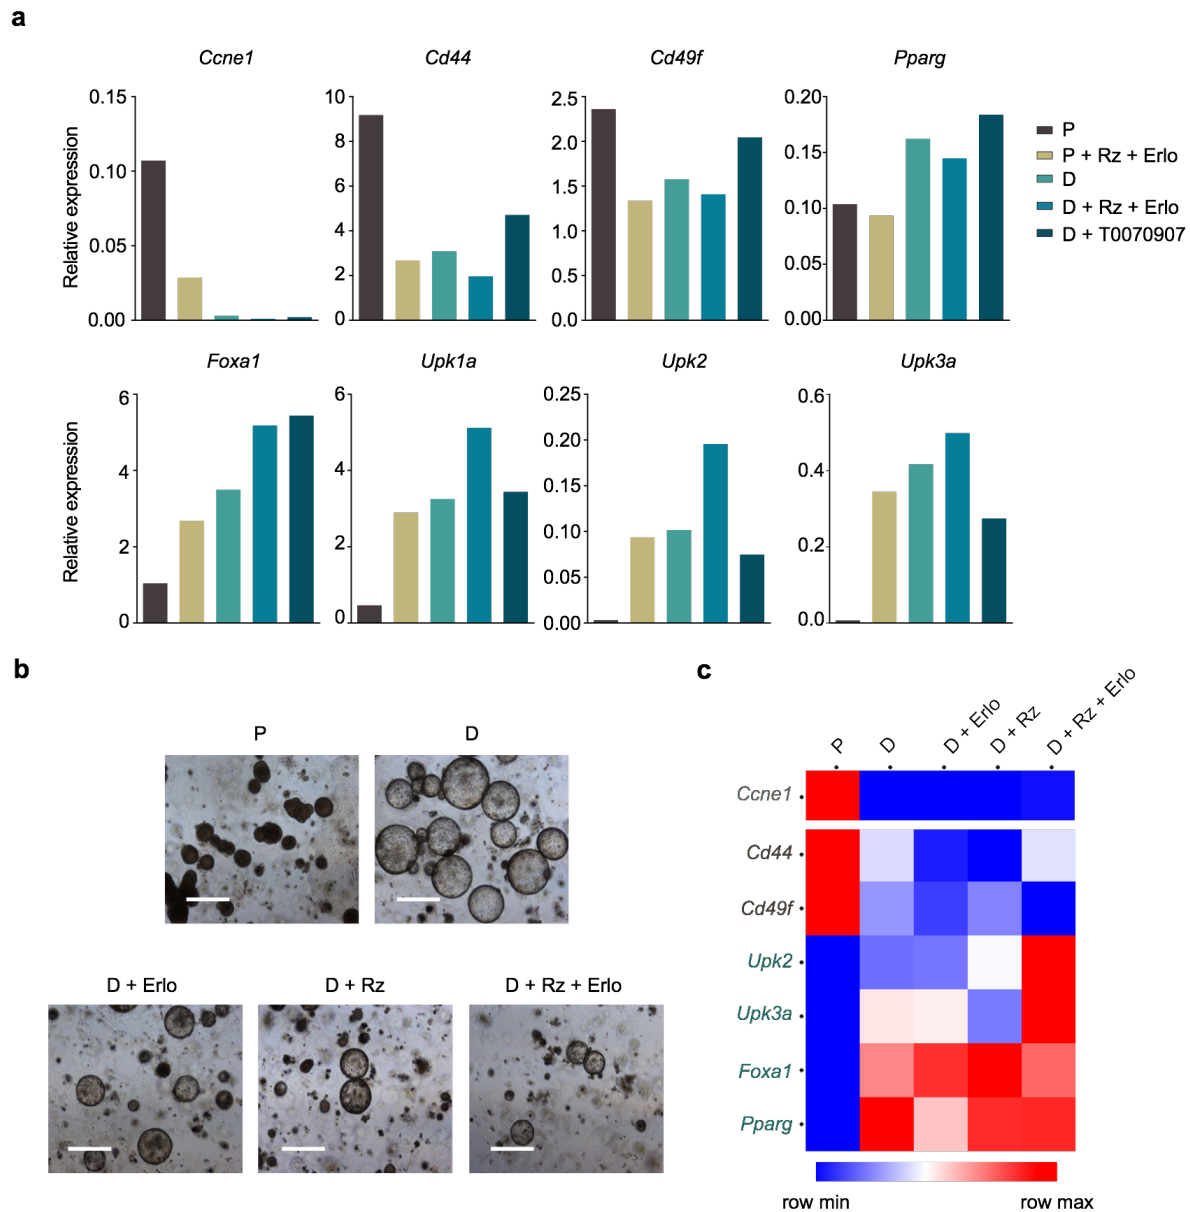

**Supplementary Figure 2. Pharmacological modulation of EGFR and PPAR $\gamma$  activity potentiates organoid differentiation.** (a) RT-qPCR expression analysis of cell cycle and canonical urothelial differentiation markers in proliferative (P) or differentiated (D) organoids treated with Rz+Erlotinib, and with the PPAR $\gamma$  inverse agonist T0070907 (n=2). Data were normalized to *Hprt* expression. (b) Phase contrast images of control (P, D) and drug-treated organoids (scale bar, 500  $\mu$ m). (c) Heatmap representing the expression of proliferation and urothelial differentiation markers in control and drug-treated organoids. P, proliferation; D, differentiation. Er, erlotinib; Rz, rosiglitazone.

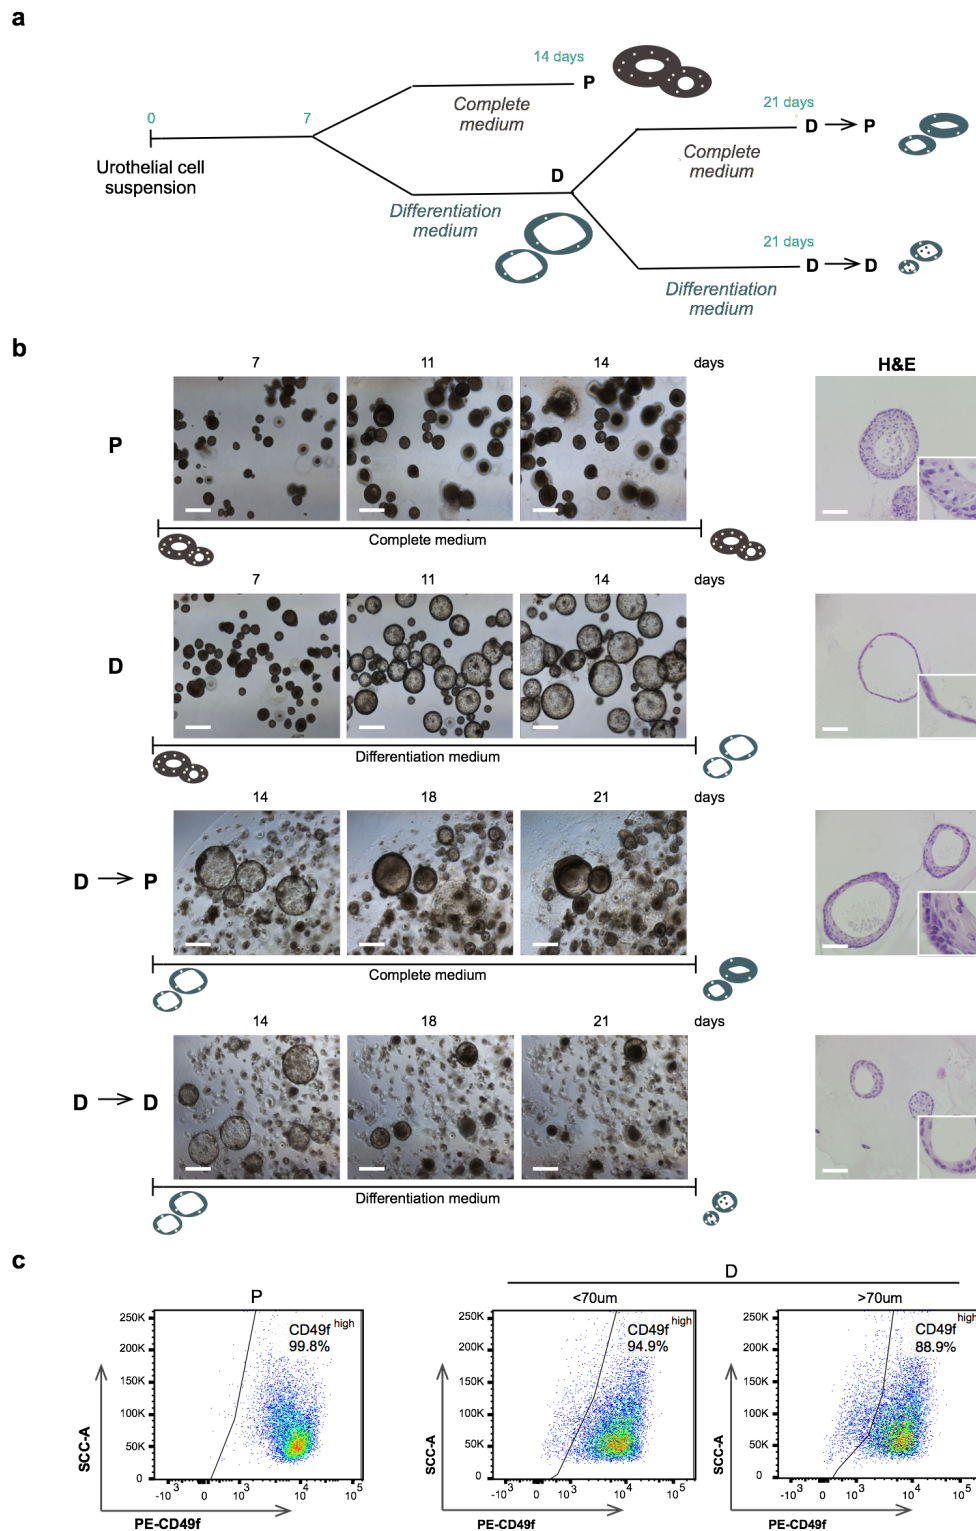

**Supplementary Figure 3. Differentiated (D) organoids are able to re-enter the cell cycle upon exposure to CM.** (a) Experimental design to assess the ability of D organoids to respond to growth factor stimulation. (b) Representative phase contrast images of organoids cultured as described in (a) and H&E staining of organoids exposed to complete medium or differentiation medium at day 7 and/or 21 (scale bars 500  $\mu\text{m}$  and 250  $\mu\text{m}$ , respectively). (c) After Matrigel removal, proliferative (P) organoids were fractionated according to size using a 70  $\mu\text{m}$  filter, re-embedded in Matrigel, and cultured for an additional 7 days in differentiation medium. Representative flow cytometry plots showing CD49f expression in cells dissociated from P and D organoids (D<70  $\mu\text{m}$  and D>70  $\mu\text{m}$ ) ( $n=2$ ).

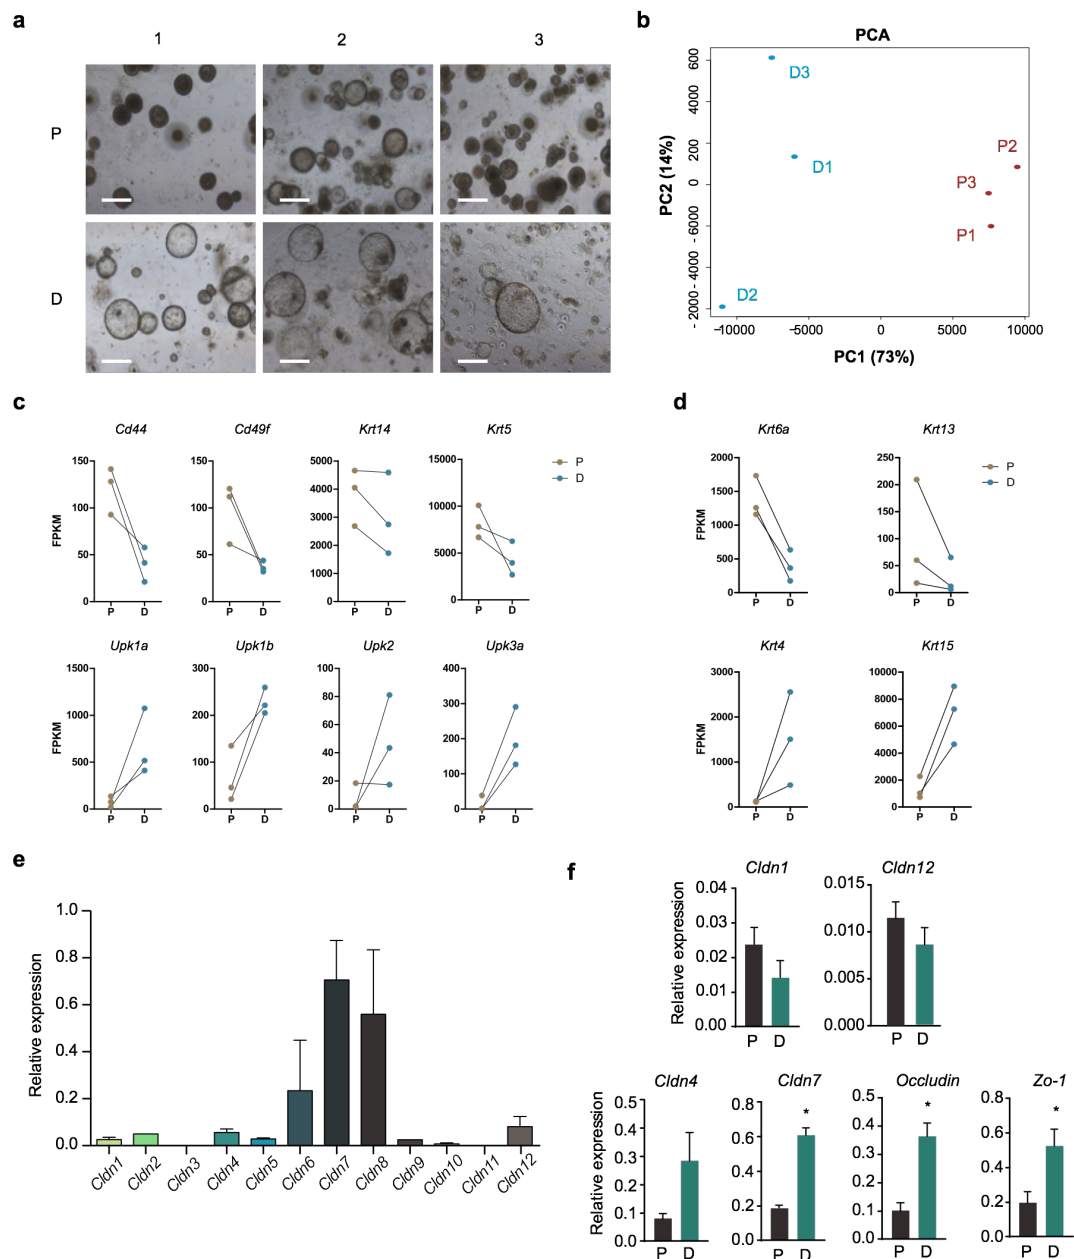

**Supplementary Figure 4. Transcriptome analysis reveals the differentiation capacity of organoids and identifies pathways activated during differentiation.** (a) Phase contrast images of proliferative (P) and differentiated (D) organoids used for RNA-seq (n=3) (scale bar, 500 $\mu$ m). (b) Principal component analysis of the transcriptomes of organoids used for RNA-seq showing greater divergence in differentiated conditions. (c) mRNA expression (FPKM values) of basal (top) and luminal/urothelial (bottom) markers in paired samples of P and D organoids showing evidence of urothelial differentiation. (d) mRNA expression (FPKM values) of novel keratin mRNA species with significant differential expression in P and D organoids, providing new markers for to assess the hierarchical urothelial differentiation program. (e) RT-qPCR analysis of claudin transcripts in normal mouse urothelium. Data are normalized to *Hprt* expression. (f) Validation of expression of transcripts coding for tight junction components in P and D organoids. Relative expression to *Hprt* (Mann-Whitney test, error bars SD).

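Of the keratins in panel d, *Krt15* had an FPKM of 6953 ± 2161 (SD, n = 3) in D and 1345 ± 825 (SD, n = 3) in P organoids, a log2 fold change of 2.49 (SE 0.45, limma adjusted p = 0.00523), and *Krt4* an FPKM of 2559, 488 and 1508 in D60, D97 and D98 and 124 ± 11.8 (SD, n = 3) in P organoids, a log2 fold change of 3.31 (SE 0.53, limma adjusted p = 0.00318). *Krt6a* was lower in D organoids, with a log2 fold change of −1.98 (SE 0.44, limma adjusted p = 0.0114), and its values are uncertain, since the authors' counting could have split reads between *Krt6a* and its close copy *Krt6b*. All of these calls were the same under each of the 14 alternatives. *Krt13* was lower in the D library of 3 of 3 cultures, but the cultures were far apart, with an FPKM of 65.3, 6.09 and 11.9 in D60, D97 and D98 and 209, 17.8 and 60.4 in P60, P97 and P98. It was not called (−1.77, SE 1.00, limma adjusted p = 0.203), whereas the fit with culture as a block called it (0.000422, in a range of 0.000422 to 0.522 over the alternatives).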

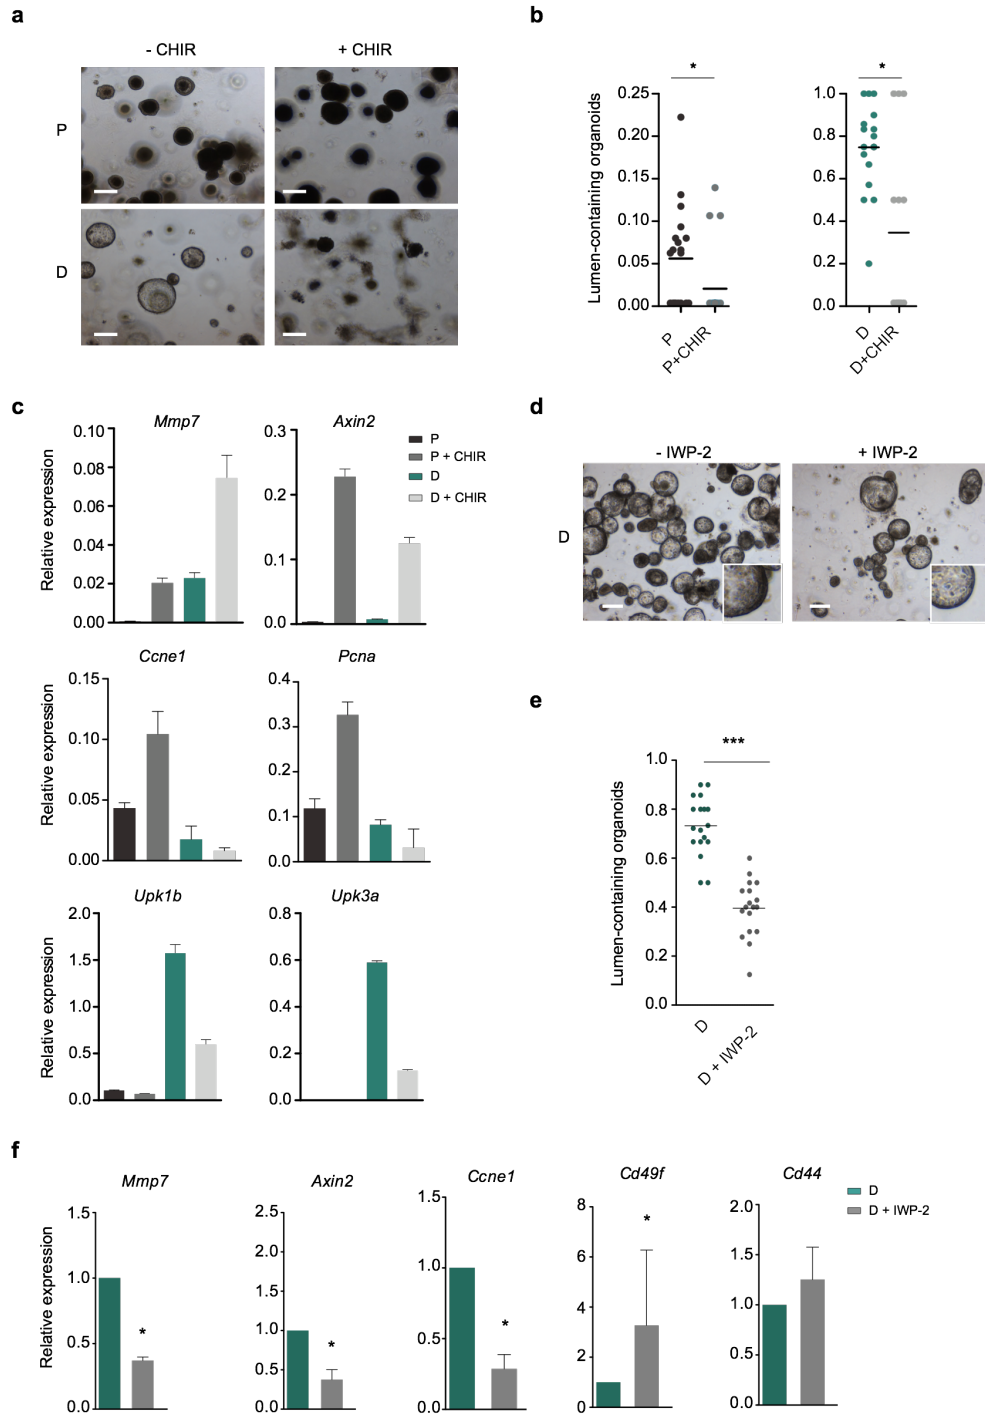

**Supplementary Figure 5. Effect of Wnt agonist CHIR99021 on proliferative (P) and differentiated (D) organoids (n=1 experiment). (a)** Phase contrast images (scale bar, 500  $\mu$ m). **(b)** Quantification of lumen formation. **(c)** RT-qPCR analysis of the expression of Wnt target genes, proliferation and urothelial differentiation markers in P and D organoids treated with CHIR99021. Data are normalized to *Hprt* expression. **(d-f)** Effect of the Wnt processing inhibitor IWP-2 on differentiated organoids (n=3). **(d)** Phase contrast images (scale bar, 500 $\mu$ m). **(e)** Quantification of lumen formation. **(f)** Expression analysis of Wnt target genes and urothelial basal markers using RT-qPCR. Error bars indicate SEM; \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ .

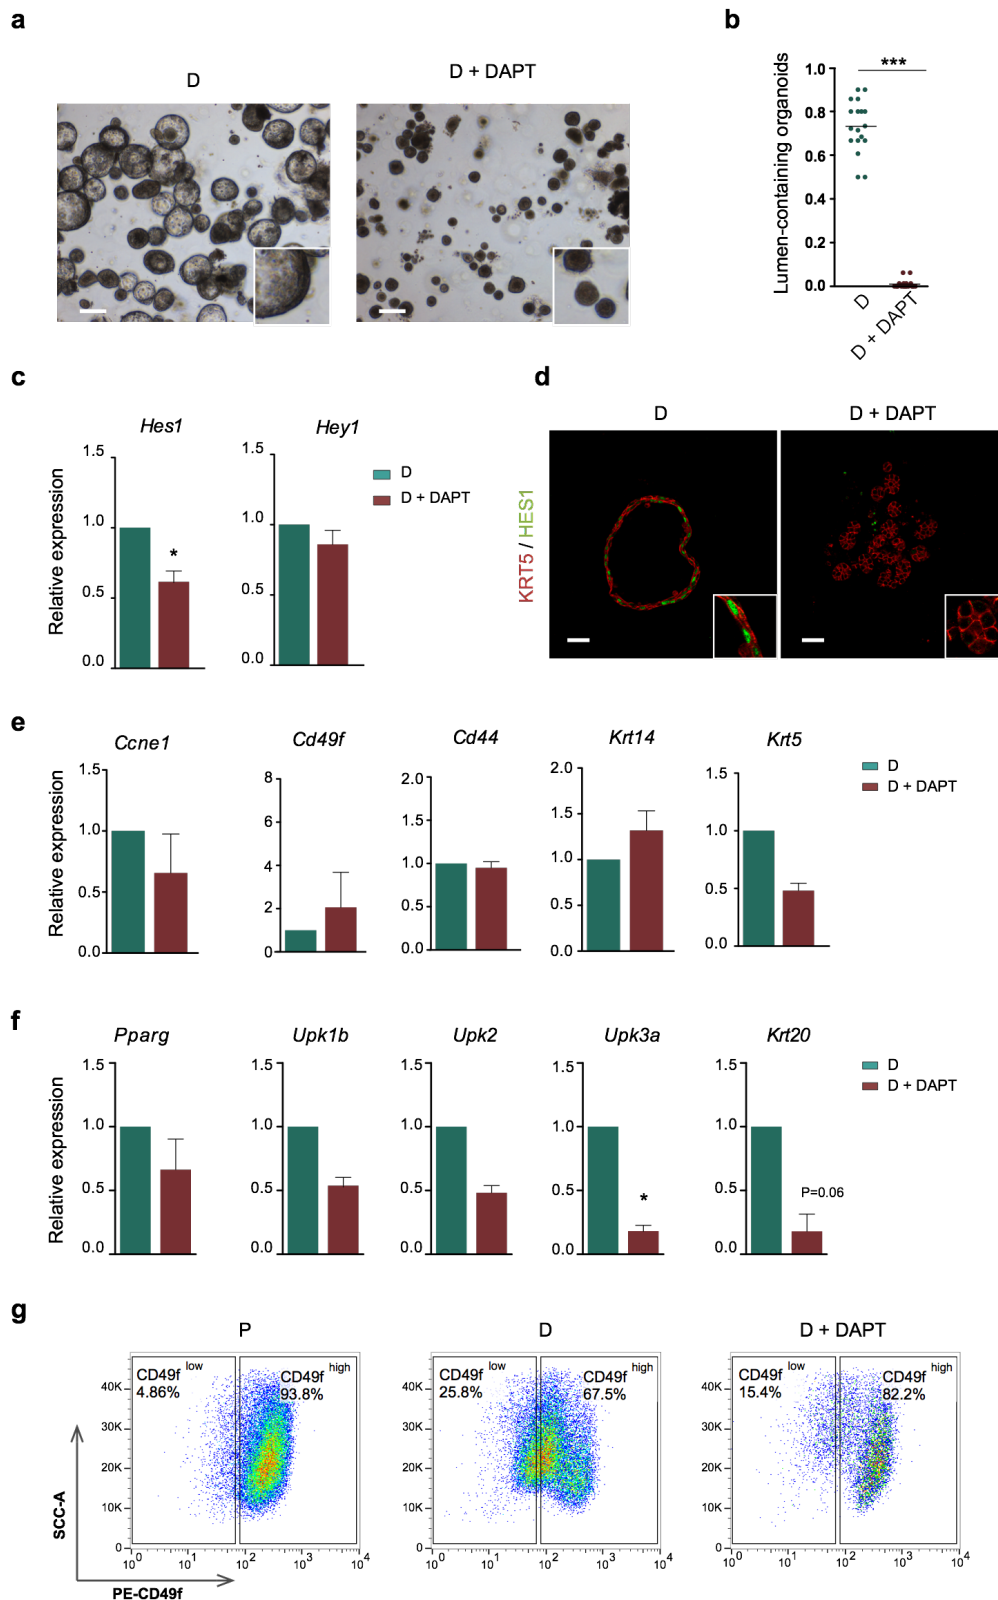

**Supplementary Figure 6. Effect of the pharmacological inhibition of Notch, using the gamma secretase inhibitor DAPT, on urothelial organoid renewal and differentiation (n=5).** (a) Phase contrast images (scale bar, 500µm). (b) Quantification of lumen formation. (c, d) Expression analysis of Notch target genes using (c) RT-qPCR and (d) immunofluorescence (scale bar, 250 µm). (e) RT-qPCR analysis of expression of proliferation and basal urothelial markers in differentiated organoids treated with DAPT. (f) RT-qPCR analysis of urothelial markers in differentiated organoids treated with DAPT. (g) FACS plots depicting the analysis of CD49f<sup>low</sup> and CD49f<sup>high</sup> cell populations in differentiated organoids treated with DAPT. Error bars indicate SEM. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ .

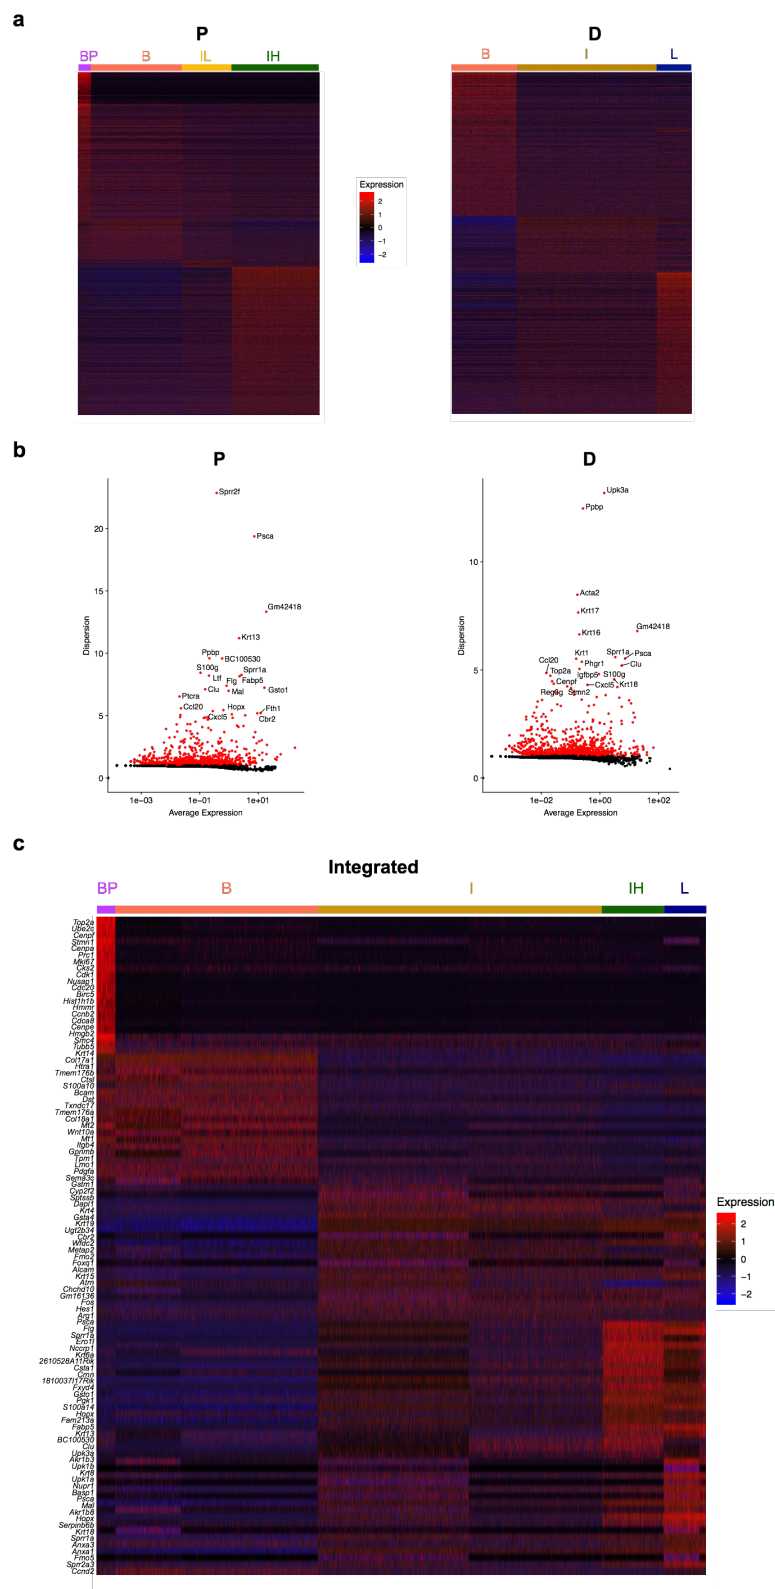

**Supplementary Figure 7. Single cell transcriptomic analysis of urothelial organoids.** (a) Heatmap displaying the expression of the cell cluster markers identified as DEGs in proliferative (P) and differentiated (D) organoids with a log-fold change  $>0.25$  and  $<0.05$  FDR. Markers were identified by differential expression analysis (Wilcoxon Rank Sum test). (b) Highly variable genes expressed in P vs. D organoids (2000 selected genes, in red) (Supplementary Data 2). (c) Heatmap displaying the expression of the top 20 genes differentially identified as significant cell cluster markers in the integrated analysis. For P organoids: BP (Basal-Proliferative), B (Basal), IL (Intermediate-Low) and IH (Intermediate-High); for D organoids: B (Basal), I (Intermediate) and L (Luminal); for Integrated: BP (Basal Proliferative), B (Basal), I (Intermediate), IH (Intermediate High) and L (Luminal).

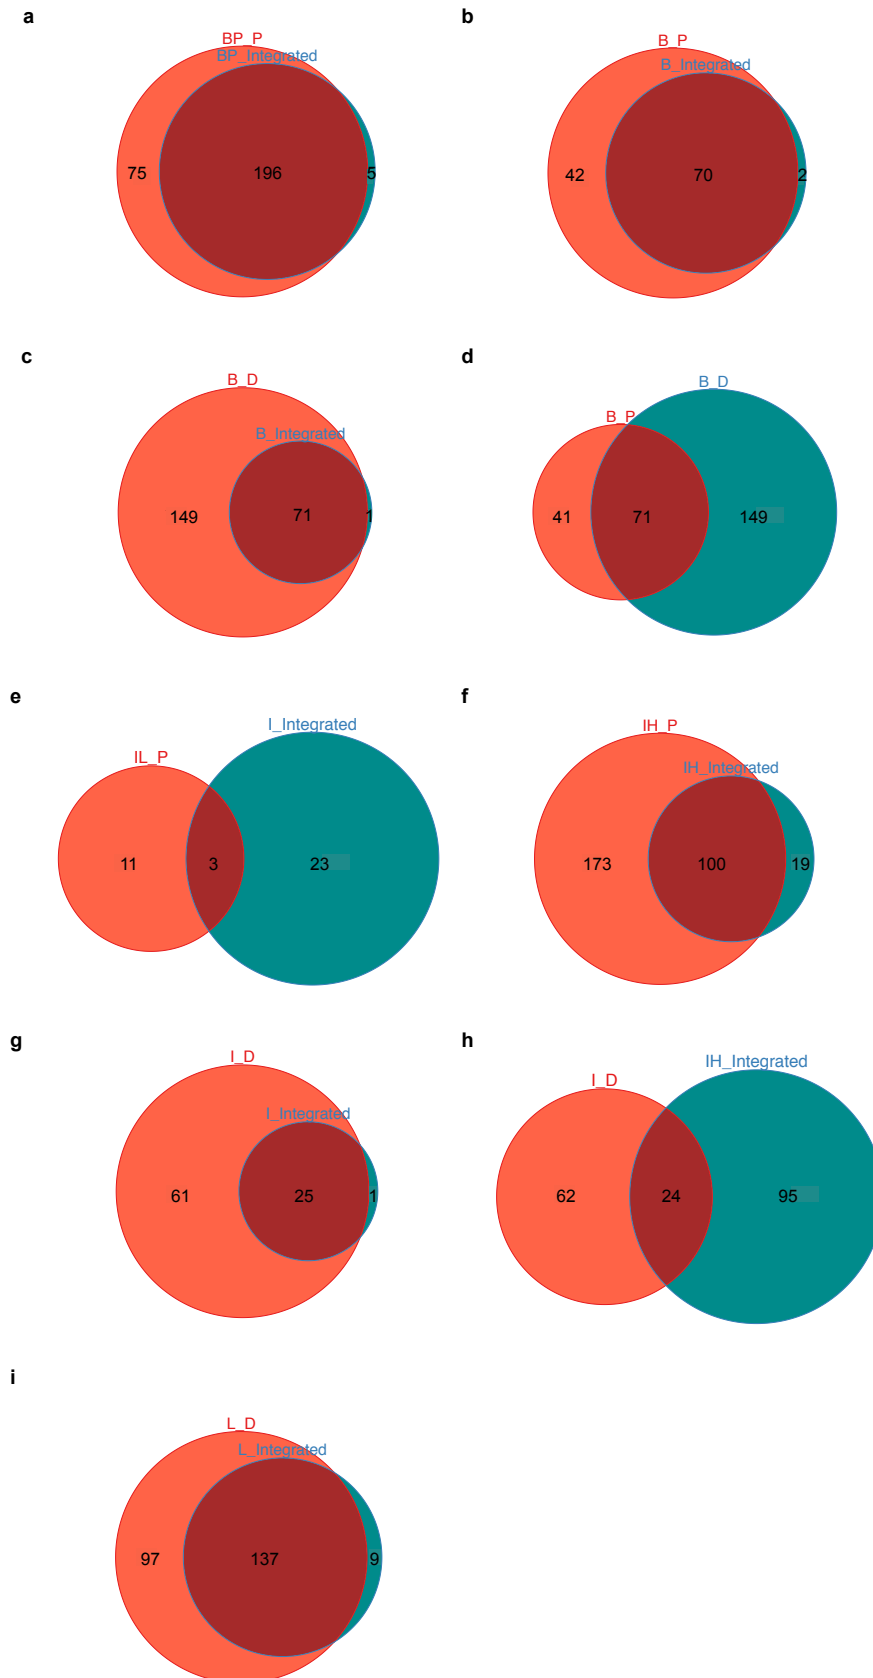

**Supplementary Figure 8. Venn diagrams showing the overlap of cluster markers identified through individual and integrated analyses. (a) Basal-Proliferative P versus Basal-Proliferative Integrated. (b) Basal P versus Basal Integrated. (c) Basal D versus Basal Integrated. (d) Basal P versus Basal D. (e) Intermediate-Low P versus Intermediate Integrated. (f) Intermediate-High P versus Intermediate-High Integrated. (g) Intermediate D versus Intermediate Integrated. (h) Intermediate D versus Intermediate high Integrated. (i) Luminal D versus Luminal Integrated. P, proliferative organoids; D, differentiated organoids.**

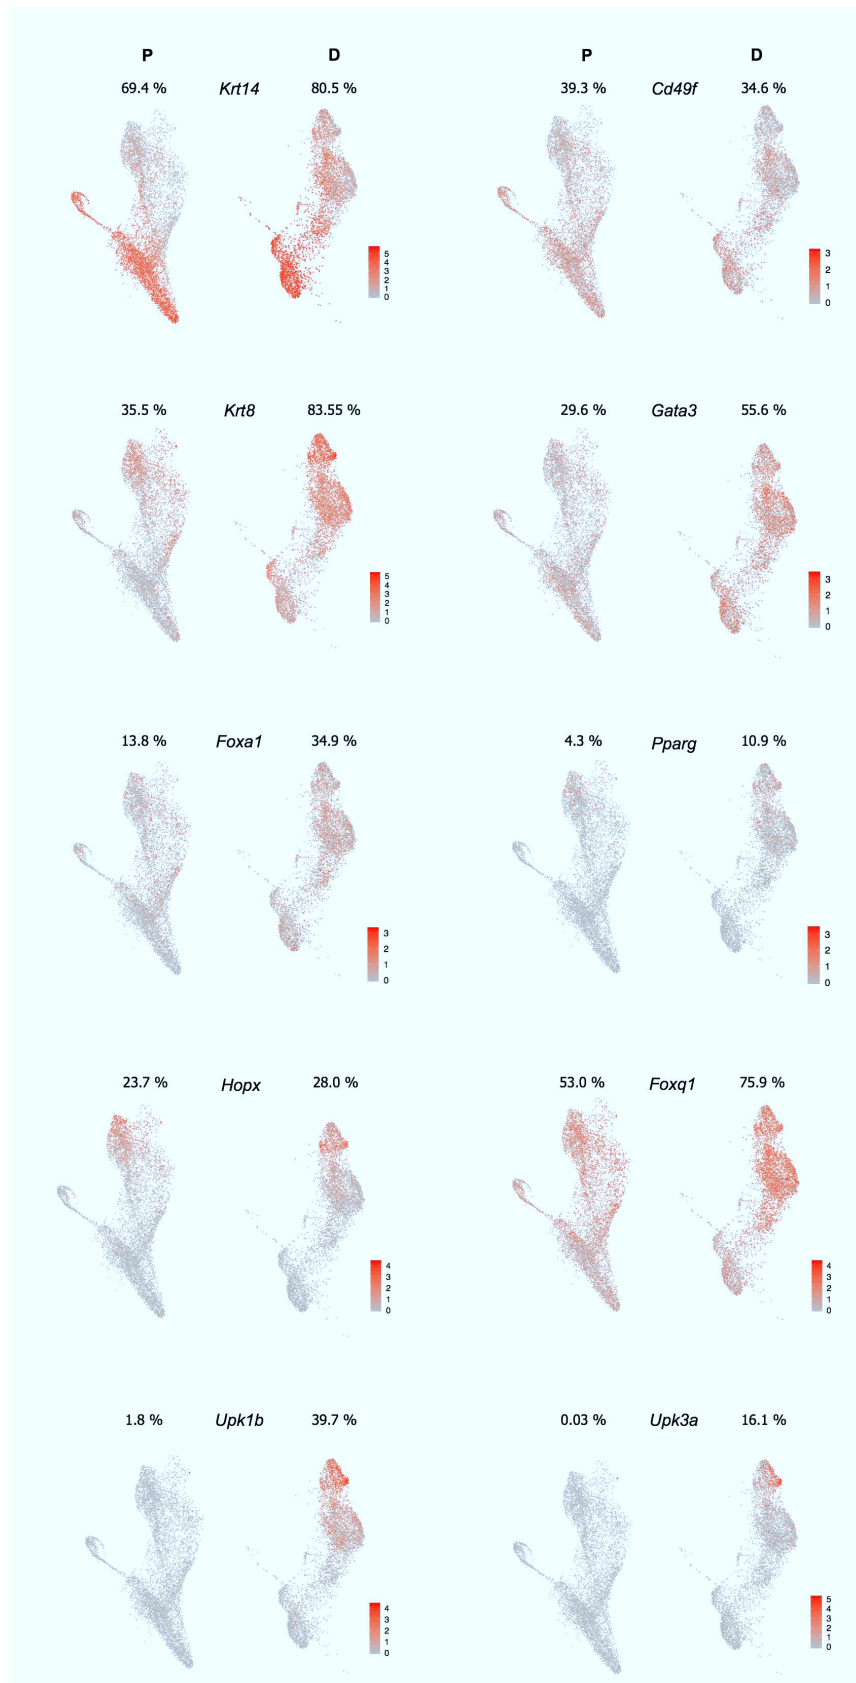

**Supplementary Figure 9.** UMAP plots derived from the split Integrated analysis showing the expression of selected basal (*Krt14* and *Cd49f*), intermediate (*Krt8*), and luminal (*Upk1b* and *Upk3a*) markers, three well-established transcription factors involved in urothelial differentiation (*Gata3*, *Foxa1*, *Pparg*), and newly identified candidate transcription factors (*Hopx*, *Foxq1*). The percentage of cells in which each of the markers was detected is shown.

**a**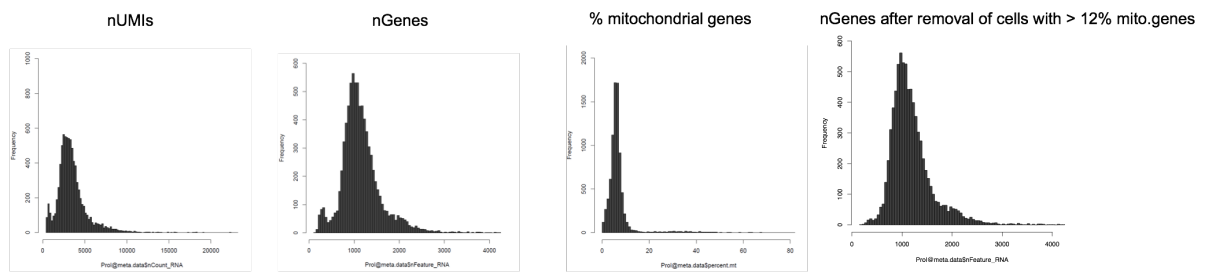**b**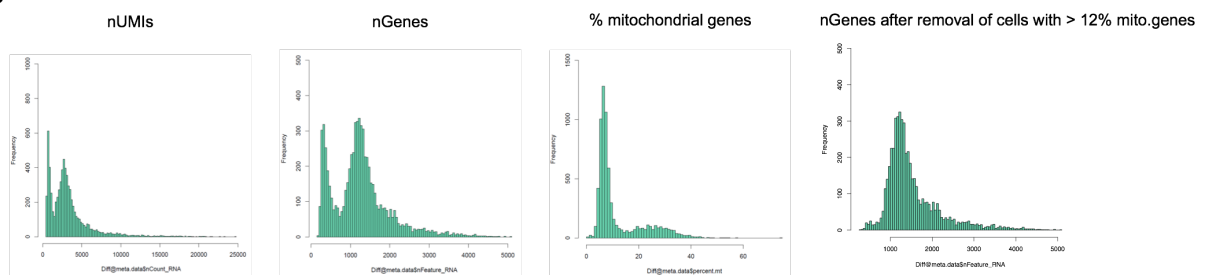

**Supplementary Figure 10. Single-cell RNA-Seq data pre-processing.** Histograms showing the distribution of the number of unique molecular identifiers (nUMIs), genes (nGenes), percentage of mitochondria-encoded genes (% mitochondrial genes), and genes remaining after removal of cells expressing >12% of mitochondria-encoded genes for proliferative (a) and differentiated (b) datasets.

**Supplementary Table 1. Sequences of the primers used for qRT-PCR.**

| <b>Gene name</b>   | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|--------------------|-------------------------------|-------------------------------|
| <i>Axin2</i>       | GAGAGTGAGCGGCAG AGC           | CGGCTGACTCGTTCTCCT            |
| <i>Cd44</i>        | TGCATTTGGTGAACAAGGAA          | GGAATGACGTCTCCAATCGT          |
| <i>Cldn1</i>       | AGGTCTGGCGACATTAGTGG          | CGTGGTGTGGGTAAAGAGGT          |
| <i>Cldn2</i>       | GTGGCTGTAGTGGGTGGAGT          | CCAAAGAAAACAGGGCTGAG          |
| <i>Cldn3</i>       | GCACCCACCAAGATCCTCTA          | AGCCTGTCTGTCCTCTTCCA          |
| <i>Cldn4</i>       | ATGGCGTCTATGGGACTACA          | TTACACATAGTTGCTGGCGG          |
| <i>Cldn5</i>       | CCTTCCTGGACCACAACATC          | GCCGGTCAAGGTAACAAAGA          |
| <i>Cldn6</i>       | GTCCTGTGTGGTTCAGAGCA          | GATGATGCCAGAGATGAGCA          |
| <i>Cldn7</i>       | TTTCATTGTGGCAGGTCTTG          | CCAGAAGGACCAGAGCAGAC          |
| <i>Cldn8</i>       | TCCTCGGAATGAAGTGCACC          | GCTGACAGGGATGAGCACAA          |
| <i>Cldn9</i>       | AACTCCAACACAGTGCTCCC          | GGTCATGCCGAGGAGTTCAA          |
| <i>Cldn10</i>      | GGCTGTTCCCTGTATGCAAAC         | TCTCCGCCTTGATACTTGGTC         |
| <i>Cldn11</i>      | CTGGTGGACATCCTCATCCT          | ACCCAAGTCAGCAATGTTCC          |
| <i>Cldn12</i>      | GCTCCTGTTGCATCTGAGTTC         | GGTAATCAGCGTTTCTCCAAGC        |
| <i>Ccne1</i>       | TGTTTTTGCAAGACCCAGATGA        | GGCTGACTGCTATCCTCGCT          |
| <i>Foxa1</i>       | TGGAGTTCATAGAGCCCAGG          | CATGAGAGCAACGACTGGAA          |
| <i>Hes1</i>        | TCCAAGCTAGAGAAGGCAGACA        | CGTTCATGAACTCGCTGAA           |
| <i>Hey1</i>        | AAAGACGGAGAGGCATCATCG         | TCCCTGCTTCTCAAAGGCACT         |
| <i>Itga6/Cd49f</i> | AGTGCTTCTGCCCCGAGGT           | GGAGCCTCTTCGGCTTCTC           |
| <i>Ki67</i>        | ATCATTGACCGCTCCTTTAGGT        | GCTCGCCTTGATGGTTCT            |
| <i>Krt5</i>        | ACATTAACAACCTCCGTAGACAG       | CGCTTGTTGATCTCATCCTC          |
| <i>Krt14</i>       | AGGTGAAGATTGCGGACTGG          | GCTCCGTCTCAAACCTTGCTC         |
| <i>Krt20</i>       | CCTTGGAGATCAGCTTCCAC          | CCTGCGAATTGACAATGCTA          |
| <i>Mmp7</i>        | CGGAGATGCTCACTTTGACA          | CCAGAGAGTGGCCAAATTCA          |
| <i>Ocln</i>        | CCTCCAATGGCAAAGTGAAT          | CTCCCCACCTGTCGTGTAGT          |
| <i>Pcna</i>        | CGCAGAGGGTTGGTAGTTGT          | TGGACATGCTGGTGAGGTTT          |
| <i>Pparg</i>       | CGCTGGGGTATTGGGTCG            | TTCAAATCTTGCTGTACACAGT        |
| <i>Upk1a</i>       | GGCCTGACAGCAAAATAATGA         | GAGAAGCAGGAAGATGGCTT          |
| <i>Upk1b</i>       | AATCAACAGGCCCTGGAAG           | GAAGAAGGCAGAGGAGACCA          |
| <i>Upk2</i>        | GACAGCAGACCAGAGAGGCT          | ACACTGCCTGTCCAGACCTT          |
| <i>Upk3a</i>       | AGTAGTGCTCAGTGGGACGC          | AGCGGCTCTTACGAGGTTTA          |
| <i>Zo1</i>         | CCACCTCTGTCCAGCTCTTC          | CACCGGAGTGATGGTTTTCT          |

# Supplementary material for: Urothelial organoids originating from Cd49fhigh mouse stem cells display Notch-dependent differentiation capacity
**Source:** Nat Commun. 2019 Sep 27;10:4407. doi: 10.1038/s41467-019-12307-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- Flow cytometry- FACS Influx or Arian (BD Biosciences) flow cytometer
- Barrier function assays- 40x immersion oil objective (HCX PLAPO 1.2 NA)- TCS-SP5 (AOBS) Leica microsystem laser scanning confocal microscope
- Organoid quantification- CCD-microscope using a bright-field filter
- Organoid video- HC PL APO 10x 0.4N.A dry objective- DMI6000B bright field microscope, Leica Microsystems
- scRNA-seq- Chromium Single Cell 3' GEM, Library & Gel Bead Kit v3, PN-1000075; NextSeq500 instrument (Illumina)

#### Data analysis

- Immunofluorescence quantification - Definiens XD v2.5 software
- Flow cytometry analysis - FlowJo version 10.2, LLC.
- RNA-Seq - Illumina Real Time Analysis software (RTA1.13); Nextpresso version 1.9.1
- scRNA-seq - bcl2fastq 2.19.0, Illumina; Cell Ranger version 3.0.2 software; Seurat R package (version 3.0.0.9000); SC3 R package

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

There are no restrictions on the availability of our materials or data.

The bulk RNA-seq data generated in this study have been deposited in GEO with accession number GSE109566.  
The single-cell RNA-Seq data have been deposited in GEO with accession number GSE131909.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No previous sample size calculation was used. The number of mice used was based on the previous experience of the laboratory in using these assays and mouse strains.<br>In selected cases, a pilot experiment was performed to decide the final number of mice to be used.<br>For selected experiments (i.e. RNA-Seq) a "feasible" number of mice was used that was estimated to provide sufficient statistical power. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | For all major experiments, at least two - and generally 3 - experiments were performed.                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | Samples were allocated to experimental group without any previous selection.                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Samples were coded. Experiments were performed and then data were decoded. The code was unknown to the investigator at the time of analysis.                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

For FACS: FITC-labeled anti-mouse EpCAM 1:100 Bio Legend; APC-labeled anti-mouse EpCAM 1:100 Bio Legend; FITC-labeled WGA 1: 1250Vector Laboratories; PE-labeled anti-mouse/human CD49f 1:500 BD Biosciences; APC-labeled anti-mouse CD45 1:100 BD biosciences; PE-labeled anti-mouse CD31 1:100 BD biosciences; PE-labeled anti-mouse CD140a 1:100 Labclinics; PE-labeled anti-mouse Ter119 1:100 BioLegend; APC-labeled anti-mouse/human CD44 1:300 BioLegend.

For WB: mouse monoclonal anti-UPK3a 1:5000 Santa Cruz; mouse monoclonal anti-UPK1b 1:5000 Dr. A. García-España; goat polyclonal anti-Lamin 1:5000 Santa Cruz; rabbit monoclonal anti-HES1 1:1000 Dr T. Sudo; mouse monoclonal anti-TP63 1:5000 Abcam.

For IF: Alexa Fluor 488-labeled goat anti-mouse Ig 1:200 Life Technologies; Alexa Fluor 555-labeled goat anti-rabbit Ig 1:200 Life Technologies; Alexa Fluor 488-labeled goat anti-chicken Ig 1:200 Life Technologies; Alexa Fluor 680-labeled goat anti-rabbit Ig 1:200 Life Technologies; FITC-labeled WGA 1:100 Vectorlabs; PE-labeled anti-mouse/human CD44 1:50 BioLegend; PE-labeled anti-mouse/human CD49f 1:100 BD Biosciences; Mouse monoclonal anti-Claudin4 1:100 Santa Cruz; Rat monoclonal; Rat monoclonal anti-Zo-1 1:100 Santa Cruz; Rabbit monoclonal anti-PPARg; 1:100 Cell Signalling; Rabbit polyclonal anti-Ki67 1:400 Novocastra; Rabbit monoclonal anti-FOXA1 1:100 Abcam; Mouse monoclonal anti-E-Cadherin 1:700 BD Biosciences; Rabbit monoclonal anti-Cleaved-caspase3 1:100 Cell Signalling; Rabbit polyclonal anti-KRT5 1:3000 BioLegend; Rabbit polyclonal anti-KRT14 1:3000 BioLegend; Rabbit polyclonal anti-TP53 1:100 Abcam; mouse monoclonal anti-UPK3a 1:100 Santa Cruz; mouse monoclonal anti-UPK1b 1:200 Dr. A. García-España; rabbit monoclonal anti-ITGA6/CD49f 1:100 Abcam; rat monoclonal anti-HES1 1:100 CNIO Monoclonal Antibody Core Unit.

## Validation

A list with all antibodies used and antibody source and dilution is provided.  
Validation was performed following variable strategies: cellular distribution, size of bands in western blotting experiments; for critical antibodies, control tissues were used for validation.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

ScaBER (as specified in Earl et al. PMID 25997541)  
RT112 (as specified in Earl et al. PMID 25997541)  
VM-CUB-1 (as specified in Earl et al. PMID 25997541)  
RT4 (as specified in Earl et al. PMID 25997541)  
LWnt3a, from Dr. E. Batlle (IRB Barcelona, Spain)  
Expi293 RSPO-1 Life Technologies  
RAW 264.7 Dr. M. Soengas (CNIO, Madrid, Spain)

## Authentication

As specified in Earl et al. PMID 25997541

## Mycoplasma contamination

Yes, tested and only Mycoplasma-negative cultures were used.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Information provided in detail in the Methods section.  
C57BL/6 000664 Jackson Laboratories.  
129-Gt.ROSA26 Sor-CAG-EGFP<sup>Luo</sup> 006053 Jackson Laboratories.  
ROSA26 mT/mG 007576 Jackson Laboratories.  
Hsd:Athymic Nude-Foxn1nu 002019 Jackson Laboratories.

## Wild animals

*Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

## Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

## Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Urothelial cell suspensions obtained as previously described were incubated with blocking buffer (1% BSA/3mM EDTA in PBS) for 15 min at room temperature. After washing twice with PBS, cells were incubated with the primary antibodies in FACS buffer (0.1%BSA/3mM EDTA in PBS) for 30 min at 4 °C. After washing twice with PBS, cells were resuspended in FACS buffer and stained with DAPI. In the experiments using isolated urothelial cells, EpCAM+ single cells were sorted by FACS and dead cells were excluded from subsequent analyses. In the experiments with NMU-o, samples were disaggregated as described in the methods section.

|                           |                                                                                                                                                                  |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | FACS Influx or Arianall (BD Biosciences) flow cytometer.                                                                                                         |
| Software                  | FlowJo version 10.2, LLC.                                                                                                                                        |
| Cell population abundance | In all the experiments, a control sample lacking primary antibody and a Fluorescence Minus One (FMO) control were used and at least 10,000 events were acquired. |
| Gating strategy           | Cells were gated taking into account the FMOs and unstained control samples using standard methods for all experiments.                                          |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Urothelial organoids originating from Cd49fhigh mouse stem cells display Notch-dependent differentiation capacity
**Source:** Nat Commun. 2019 Sep 27;10:4407. doi: 10.1038/s41467-019-12307-1
**Supplement:** Supplementary file 6 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1

**Description:** Example of proliferative and differentiated during FRAP assay (prebleaching, post-bleaching and recovery) over a 14 h period.

**Title:** Supplementary Data 1.

**Description:** Differentially expressed genes in P vs D organoids from bulk RNA-Seq analyses.

**Title:** Supplementary Data 2.

**Description:** Cluster markers and variable features for individual and integrated scRNA-Seq analyses.

How the deposited data were processed for this re-analysis (not part of the article)

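The data are bulk RNA sequencing of 3 cultures of normal mouse urothelial organoids (60, 97 and 98), each as proliferative (P) and as differentiated (D) organoids, 6 libraries in all, each mapped to its condition and culture number from the sample labels and the paper. The other experiments of the paper (single-cell RNA sequencing, RT-qPCR, staining and drug treatments) were not analysed here. The authors made the values with the Nextpresso 1.9.1 pipeline on a mouse genome that the paper gives as MGSCv376/mm8, compared the groups with cuffdiff, and deposited a table of FPKM values with 1 value per gene symbol and library. The paper's text does not name the aligner, the annotation or a strand setting for these libraries, nor how FPKM was scaled between libraries. No coordinates are printed, since the reference annotation used here (GENCODE, for GRCm38) is of another build. It served only for transcript lengths, matched by symbol. The columns of the table are named for differentiated and stem cultures with the same culture numbers, and 0 columns could not be matched to a sample. No pair of the 6 libraries held identical values (0 of 15 pairs).

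FPKM is not a count, so no count-based test was run. With limma 3.58.1 in R 4.3.3, D minus P was fitted on log2(FPKM + 1) with a mean-variance trend over genes with a mean FPKM of at least 1 (11025 of 23951), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The fit had no term for culture, as the paper's methods state none for cuffdiff. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 22 lists, and with fry and with an estimated correlation as alternatives. An adjusted p over a list alone was taken from the p-values of its own genes. Divergence was the mean of 1 − r over pairs of libraries, with an exact permutation test over the 20 assignments of the labels. Principal components were computed from the correlations between libraries, after the paper's methods. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

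The sample mapping, the fit, the alternatives, the 22 gene lists and the rule for naming genes were set before the data were examined. The rule names each gene that the paper gives for these libraries (51), each gene of a list with at most 20 genes, and the 5 largest rises and 5 largest falls among called genes that changed in the same direction in all 3 cultures. The lists cover ribosomal proteins, DNA replication, cell cycle, oxidative phosphorylation, proteasome, mismatch and base excision repair, homologous recombination, RNA polymerase, lysosome, endocytosis, tight junctions (2 lists), uroplakins, Notch (3 lists), Wnt (3 lists), squamous genes, and markers of fibroblasts and muscle and of leukocytes and endothelium. After the values were seen, and after several other groups of genes had been looked at, 7 lists were added (hypoxia response in glycolysis and outside it, TGF-β response, BMP response, EGF and ERK response, Y-linked genes, and genes that the paper names for its single-cell data). Principal components of FPKM itself, and the genes *Hprt*, *Xist*, *Krt18*, *Krt7*, *Nnt*, *Cxcl12* and *Clu*, were also chosen after their values were seen. Genes that the rule picks and no sentence names enter only the counts and the values of lists, and results for 1 further gene are not reported here.

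The alternatives were a pseudocount of 0.1, no filter on low values (16901 genes), a mean FPKM of at least 5 (7956 genes), limma without the trend, culture as a replicate block, FPKM rescaled to a total of 1000000 per library, by the median of ratios, or by quantile normalization, and each library left out in turn. The size factors of the median of ratios lay between 1.00 and 1.01, so that setting moved almost nothing and is no test of stability. The scaling to a total raised the median log2 fold change of all tested genes from 0.0034 to 0.26, and quantile normalization to 0.064. For the divergence the alternatives were r of log2(FPKM + 1), Spearman's correlation, no top 50 genes by mean FPKM, and each library left out.

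The culture numbers pair the libraries, since the paper describes paired samples and both libraries of a number come from 1 culture. As a check, the deviations of each library from the mean of its group correlated across genes with r = 0.326 for culture 60, 0.0782 for culture 97 and 0.324 for culture 98, against −0.387 to 0.151 for libraries of different cultures. Relative depth was read from genes under an FPKM of 0.3, where between 14.0% and 18.4% of the genes of each of the 15 pairs of libraries shared a single ratio, against at most 1.23% at the ratios beside it. The deepest library was 1.49 times as deep as the shallowest. Absolute depth is unknown, so no counting error is given for an FPKM.

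The steps were tested on simulated data. Of 200 genes with a known change, limma called 173 (86.5%, among 10941 genes tested), with a median absolute error of 0.120 in their log2 fold change, and 9 of the 10741 unchanged genes. The 200 genes had a mean FPKM of at least 5 and large changes, and every gene was drawn independently. The share therefore says nothing about smaller changes, such as those of *Krt19* (0.70) and *Krt8* (0.72). With no change simulated, 0 of 10960 genes were called. A changed set was called and an unchanged set was not. A simulated divergence ratio of 2 was recovered as 2, and a relative depth of 1.3 as 1.3 (2745 genes). Lists matched on length and mean FPKM lay as low as an unchanged list of 84 genes in 29.5% of draws, and as low as the same list lowered by 1 in 0% of draws.

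The copy of Supplementary Data 1 used here holds 1994 genes, with 2123 rows left out, against the 4100 genes of the paper, so no overlap or enrichment was computed on it. Its log2 ratios differ from log2 of the ratio of mean FPKM by at most 9.67e-06 over the 1984 genes compared, which ties the FPKM columns to the paper's comparison. It holds 37 of the 51 genes that the paper names. Near-identical genes (the *Sprr2*, *Stfa* and *Gstm* families, *Krt6a* and *Krt6b*, and ribosomal protein genes) are reported as uncertain, since the authors' counting could have split reads among them. Promoter motifs and the KEGG sets were not analysed here.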

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

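The tests in this part were chosen after the results were seen. Among the 5 largest rises and the 5 largest falls that the naming rule picked, 7 are genes that the paper does not discuss. *Arg1* (arginase) had an FPKM of 1279, 260.5 and 519.8 in P60, P97 and P98 and of 15.8, 2.42 and 0.542 in D60, D97 and D98, a log2 fold change of −6.97 (SE 0.87, limma adjusted p = 0.00111). The log2 fold changes of *Ndufa4l2*, *Ube2c*, *BC100530* and *Slc16a3* were −6.96, −6.07, −6.05 and −6.02, with limma adjusted p between 5.51e-06 (*Ndufa4l2*) and 0.00154 (*BC100530*). *BC100530* is a stefin-like gene, and the authors' counting could have split reads between it and its family, so its values are uncertain. In the other direction, *Capn13* rose with a log2 fold change of 4.69 (SE 0.41, limma adjusted p = 0.000199) and *Tgm2* (transglutaminase) with one of 4.65 (SE 0.61, limma adjusted p = 0.00133). All of these genes changed in the same direction in 3 of 3 cultures.

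With each library scaled to a total of 1000000 the smallest of these 7 changes was 5.02 in size, and with each library left out in turn it was 4.08 (*Tgm2*). That scaling raised the median log2 fold change of all genes only to 0.26. A rise of 0.26 is far below these changes, so for these 7 genes the values argue against scaling as the source. Whether a single culture is a source cannot be decided by leaving out libraries, because of how the genes were picked. The genes were picked for large changes in the same direction in all 3 cultures, so the values say nothing about other genes. The medium change, which removes several factors at once, stays open and was not tested. *Ndufa4l2* and *Slc16a3* belong to the hypoxia response, which is taken up among the other observations.

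*Xist*, the RNA of the inactive X chromosome, had an FPKM of 6.83 in D60 and 7.36 in P60, and of at most 0.0102 in the libraries of cultures 97 and 98. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were the reverse, between 0.851 and 19.4 in cultures 97 and 98. An exchange of a culture 60 library with one of another culture is excluded, since the highest FPKM of a Y-linked gene in either library of culture 60 was 0.0602. In all 6 libraries the pattern matched that of the other library of the same culture, so culture 60 may come from a female animal and cultures 97 and 98 from male animals. The paper's text does not name the sex of the animals. As a list, the Y-linked genes did not differ between D and P organoids (0 of 3 tested genes called, median log2 fold change 0.23, −0.42 to 1.02 with each library left out, limma camera adjusted p = 0.816), and 0 of them had an unadjusted p under 0.05. With 1 culture of 1 pattern and 2 of the other, a difference between sexes could not be separated from one between cultures.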

How the results depend on the processing

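The count of genes called stayed within 1.5 times of 3840 under all of the other settings with all 6 libraries: 3834 with a pseudocount of 0.1, 3662 with no filter on low values, 2942 with a mean FPKM of at least 5, 3824 without the trend, 4032 with culture as a replicate block, 4359 with a total of 1000000, 3839 with the median of ratios and 4032 with quantile normalization. Of the 3840 genes, 3062 were also called with a total of 1000000 and 3553 with the block. The split by direction moved with the scaling: 3084 genes were higher and 1275 lower with a total of 1000000, and 2173 and 1859 with quantile normalization. The scaling to a total divides each library by its summed FPKM, which is lower in D organoids, so it raises the ratio of D to P values before the pseudocount by construction. Across the fits that each left out 1 library, 2202 (without P60) to 3690 (without D97) genes were called, 915 (without P98) to 1797 (without D97) higher and 1279 (without P60) to 1920 (without P97) lower. The calls made without P60 or P98 were largely among the 3840 (2179 of 2202 and 2183 of 2208), and fewer libraries give fewer calls.

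For gene lists, 17 of 22 were called, and 16 to 17 with each library left out. The number was 11 with a total of 1000000, 14 with quantile normalization and with a mean FPKM of at least 5, 16 with no filter and 20 with fry. With the correlation between genes estimated for each list, 0 were called (5 at an unadjusted p under 0.05), so none of the 17 calls holds with an estimated correlation, while all 17 hold under fry. The list of Notch ligands and receptors ran from −0.066 (without D97) to 0.32 (without D98), changing its direction without D97 and without P60. With a total of 1000000, 6 lists lost their call, and with quantile normalization 3. The filter moved the size of 10 lists by over 1.5 times, and 9 of these lay closer to 0 with no filter, which adds genes near 0 (squamous genes −0.39, Wnt targets −0.14, Notch targets 0.35, Wnt ligands 0.36, the wider Wnt list 0.042, claudins 0.044, Notch ligands and receptors 0.0018, fibroblast and muscle markers 0.19, and leukocyte and endothelial markers 0.018). The tenth was homologous recombination (−0.64 with no filter and −0.18 with a mean FPKM of at least 5). The ratio of the divergence of D over P libraries stayed above 1 under each alternative (1.71 with r of log2(FPKM + 1), 1.21 with Spearman's correlation, 5.07 without the 50 highest genes, and 2.98 without D97 to 6.76 without D60 with each library left out). Its exact p of 0.1 is the smallest that 3 libraries against 3 allow, so it says nothing about stability.

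Of the tested genes that the naming rule picks, 73 were called, and 73 (60 of those called) kept their call and direction under every alternative that tested them. Culture as a block added 5 calls (*Krt13*, *Cldn3*, *Cd68*, *Lyz2* and *Upk3bl*) and, in lists added after the values were seen, *Gata3*, *Psca* and 3 genes of the TGF-β response, and changed no other call of a gene named in the text or of a gene list. With no filter on low values, 8 genes lost their call, as more genes are tested. Of 47 genes of the rule under the filter that this setting adds, 8 were called, 3 higher in D organoids (*Dll4*, *Wnt10b* and *Wnt5b*) and 5 lower (*Wnt16* and 4 genes of homologous recombination). With a total of 1000000, 6 genes gained a call, and those whose direction changed were *Cldn25* (0.027), *Hes2* (0.056), *Jag1* (0.18), *Rad50* (0.077), *Tjp1* (0.28), *Top3a* (0.15), *Wnt11* (0.12), *Wnt5a* (0.10) and *Znrf3* (0.071), none of which was called in either direction. With quantile normalization, 5 genes gained a call and the direction changed for *Tjp1* (0.0036), *Wnt11* (0.10) and *Znrf3* (0.0017). The changes to a positive sign under the scaling to a total go with its rise of the median gene to 0.26, and the cause of the changes under quantile normalization was not tested. With a single library left out, 13 genes lost a call and 9 gained one under at least 1 fit, and the direction changed for *Cldn6* (−1.28 to 0.19), *Hes2* (−0.49 to 0.40), *Jag1* (−0.39 to 0.42), *Lgr6* (−0.46 to 0.93), *Rad52* (−0.022 to 0.16), *Tjp1* (−0.14 to 0.12), *Wnt10a* (−0.076 to 0.89) and *Wnt11* (−0.32 to 0.48). The cause of these was not tested. Of 10 genes named after their values were seen, the direction changed for *Krt18* and *Krt7*, which were called under no setting. *Krt18* had 0.19 with a total of 1000000, 0.54 with quantile normalization and −0.36 to 0.20 with a library left out, and *Krt7* −0.068 to 0.14 with a library left out. The cause was not tested.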

Differences from the paper's values

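The principal components of the correlations between libraries put 7.41% of the variance on the second component, whereas the paper's value is about 14% in Supplementary Fig. 4b, read by eye. None of the alternatives set before the data were examined computes these components. With the principal components of FPKM itself, chosen after seeing the values, the second component held 13.8% and the first 72.7%. The first component of the correlations held 89.1%, against about 73% in Supplementary Fig. 4b.

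The paper gives 4100 genes as different between D and P organoids, against 3840 here. The alternatives set before the data were examined gave between 2202 (without P60) and 4359 (with a total of 1000000). Only the fits without P60 and without P98 (2208) lie more than 1.5 times below the paper's number.

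The paper describes *Krt14* and *Krt5* as lower and *Krt19*, *Krt8* and *Pparg* as higher in D organoids. None of these was called here (limma adjusted p = 0.449, 0.0642, 0.0511, 0.179 and 0.197), although each had the paper's direction in all 3 cultures. *Krt5* was called without limma's trend, with quantile normalization and without D60. *Krt19* was called with a pseudocount of 0.1, a mean FPKM of at least 5, no trend, a total of 1000000, quantile normalization and without D97. *Krt8* was called with quantile normalization, and *Krt14* and *Pparg* under none of the alternatives. *Krt17*, shown in Fig. 6a with the genes lower in D organoids, was not called either (0.262). *Krt13*, shown in Supplementary Fig. 4d as significantly different, was not called (0.203) but was with culture as a block (0.000422).

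Of the tight junction genes, the paper gives *Cldn25* as lower and *Cldn3*, *Cldn7*, *Ocln* and *Zo-1* as higher in D organoids. Here *Cldn25* (0.230), *Cldn3* (0.286), *Cldn7* (0.0604), *Ocln* (0.304) and *Tjp1* (0.991), given with limma's adjusted p, were not called. *Cldn3* was called with culture as a block, and *Cldn7* with a total of 1000000, quantile normalization and without D97. On the log2(FPKM + 1) scale the direction of *Tjp1* was not the paper's (−0.0030, higher in 1 of 3 cultures), although its mean FPKM was marginally higher in D organoids. The direction was the paper's with a total of 1000000 (0.28), with quantile normalization (0.0036) and without D60, D97 or P97. *Upk2*, which the paper gives as higher, was higher in 2 of 3 cultures and was called.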

Other observations

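Most tests in this part were chosen after the results were seen. The alternatives of the divergence ratio were set before the data were examined. So were the fits of the fixed lists of fibroblast and muscle and of leukocyte and endothelial markers. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes as the real split (3840 genes), namely the real split itself. The other 9 gave 0 genes each, with 17 to 453 genes at an unadjusted p under 0.05 against 5037 in the real split. Only 1 of the 10 gave as many gene lists (17), and the others gave 2 to 12. Compared with the splits that part all 3 pairs of a culture, 3 others besides the real one, which gave 3 to 12 lists, the real split gave the most. With 10 splits no share can be under 0.1, so the share alone cannot exclude a grouping by chance. Simulated libraries with no change between groups gave 0 calls among 10960 genes. The simulation drew each gene independently of the others, and the other 9 splits mix D with P libraries, so few calls were likely in both. For genes they therefore add nothing to limma's own adjusted p. For lists, of which other splits gave up to 12, chance stays open.

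Total FPKM was lower in D libraries (mean 502154 against 609571 in P libraries). Summed over genes, falls in mean FPKM came to 191559 and rises to 84142.5. The 100 genes with the largest falls accounted for 60.3% of all falls, a share that is large because they were picked by their falls. Ribosomal protein genes, a list set beforehand, accounted for 39.7%, so the lower total may come in part from abundant genes. The median gene did not change (0.0034). The size factors of the median of ratios lay between 1.00 and 1.01, so the libraries were already level there and this decides nothing. The divergence among D libraries was tested against a few abundant genes and against depth. Without the 50 genes with the highest mean FPKM the ratio was 5.07 against 4.32, so these 50 do not account for it. Measures that give abundant genes less weight lowered it to 1.71 (r of log2(FPKM + 1)) and 1.21 (Spearman's correlation), so much of its size depends on that weight. By the fragments behind a given FPKM, the D libraries were deeper than the P libraries (1.15 times on average), which argues against a lower depth in that sense.

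Ribosomal protein genes are short and abundant, so the fall of the list was set against length. Over 10000 lists of genes of other families matched on transcript length and mean FPKM, the median log2 fold change was −0.29 (95% of them between −0.52 and −0.14) against −1.13 for the 84 genes, and 0 of 10000 lists lay as low. Oxidative phosphorylation genes were also left out of these lists. They were lower in D organoids too (median log2 fold change −0.47), so lists that held them could lie lower. Lengths were matched for 84 of 84 of these genes and for 95.6% of tested genes. The median was −0.85 with a total of 1000000, while the median of all genes rose to 0.26. Scaling therefore does not explain the fall as a whole, and neither does length as far as these lists test it. Reads shared between near-identical copies stay open, as this was not tested.

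Targets of the hypoxia response were lower in D organoids, in lists added after the values were seen. All 15 of 15 glycolysis genes were called lower (median log2 fold change −2.09, limma camera adjusted p = 2.36e-12), and of 13 targets outside glycolysis 10 (median −2.99, limma camera adjusted p = 1.51e-08). Together, 27 of 28 genes were lower and 25 called, with a median of −2.46 (−2.65 to −2.38 with 1 library left out, and −2.43 without *Ndufa4l2* and *Slc16a3*). With a total of 1000000 it was −2.24, so scaling does not explain it, and a fall in glycolysis alone would not give the median of −2.99 outside glycolysis. A possible explanation is lower oxygen inside the P organoids, with 10 targets outside glycolysis called lower, but oxygen and medium change together here and cannot be told apart. The paper reports that HIF1A motifs were enriched in P organoids, which was not analysed here.

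Genes induced by EGF and ERK signaling (12 tested of 13 listed) were lower in D organoids, whose medium lacks EGF, with 8 called lower and 1 higher, a median of −1.22 (limma camera adjusted p = 0.00163), and −1.06 with a total of 1000000, so scaling alone does not account for it. A fall in ERK activity may follow from the loss of EGF, but other factors were removed at the same time. Genes of the TGF-β response (12 tested) had a median of 1.02, with 5 called higher and 2 lower (9 when adjusted over the list alone), 0.56 without D97 and 11 called without D98. As a list they were not called (limma camera adjusted p = 0.0655, and 0.339 with a total of 1000000). Genes of the BMP response (6 tested) had a median of 0.99, with 3 called higher, 1 without P60, and a median of 0.47 without D98 (limma camera adjusted p = 0.0608). Of these *Id3* had a log2 fold change of 3.28 (SE 0.36, limma adjusted p = 0.000603), and *Id1* one of 2.40 (SE 0.59, limma adjusted p = 0.0173), whose adjusted p was 0.0606 without P60 and 0.0504 with no filter on low values, in a range of 0.00253 to 0.0606 (limma). *Atoh8* was listed at 0 in all P libraries, with an FPKM of 0.519, 0.101 and 6.15 in D60, D97 and D98.

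*Acta2* and *Tagln*, of the fixed list of fibroblast and muscle markers, rose in D organoids. *Acta2* had an FPKM of 260.4, 408 and 62.6 in D60, D97 and D98 and of 37.9, 41.7 and 14.4 in P60, P97 and P98, a log2 fold change of 2.68 (SE 0.68, limma adjusted p = 0.0193), and lost its call with no filter (0.0556) and without D60 (0.0718) or P98 (0.0691), in a range of 0.000124 to 0.0718. *Tagln* had a log2 fold change of 2.76 (SE 0.70, limma adjusted p = 0.0193) and lost its call with no filter (0.0567) and without D60 (0.0732), P97 (0.0567) or P98 (0.0634), in a range of 2.71e-05 to 0.0732. As a list, 4 of the 5 tested genes (of 14 listed, and *Vim* among those lower) were called (2 higher, 2 lower, 4 when adjusted over the list alone, and 2 without D60 or P98), the median was 1.62 (0.15 without D98) and camera's adjusted p was 0.966. Fibroblasts or smooth muscle cells would bring their abundant transcripts, but the highest mean FPKM in D libraries among 10 such genes was 7.69, 31.7 times below *Acta2*. That value was for *Dcn*, at 22.8 in D98 and at most 0.226 elsewhere, while the other 9 were at most 1.74 in any D library. Release of the TGF-β receptor inhibitor could raise both genes, but the median of the TGF-β response list (1.02) cannot be told apart from the effect of the other factors removed. Leukocyte and endothelial markers (3 tested of 16 listed) had 1 called gene (3 when adjusted over the list alone, and 2 without D97 or D98), a median of 1.48 (0.81 without D60) and camera's adjusted p was 0.0363. The called gene was *Cd14*, with an FPKM of 111 ± 8.61 (SD, n = 3) in D and 31.9 ± 7.94 (SD, n = 3) in P organoids. *Ptprc*, *Pecam1* and *Vwf* were under the filter and were not called with no filter. The list alone therefore does not show leukocytes or endothelial cells in the D cultures. The list lost its call with a mean FPKM of at least 5 (0.0563), no filter (0.119), a total of 1000000 (0.0800), quantile normalization (0.0510) and without D60 (0.0562) or P97 (0.0617), in a range of 0.00594 to 0.202. *Lyz2* was listed at 0 in all P libraries, with an FPKM of 6.09, 2.07 and 0 in D60, D97 and D98, and was called with culture as a block (0.0269) and without D98 (0.00155), in a range of 0.00155 to 0.224. *Cd68* (0.57, limma adjusted p = 0.0624) was called with culture as a block (0.0249), a total of 1000000 (0.0119), quantile normalization (0.0492) and without D97 (0.0357), in a range of 0.0119 to 0.175.

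Uroplakins were already high in P97. Over 100 other genes that rise in D organoids, chosen from cultures 60 and 98 and from D97, the median excess of P97 over the other P libraries was 3.94% of the excess of D97, against 24.0% for *Upk1a*, 53.9% for *Upk1b*, 107% for *Upk2* and 12.9% for *Upk3a*, and 18 of the 100 lay above *Upk1a*. RNA of D97 in P97 would raise the other genes by the same share, so it is argued against. *Amd1*, *Rps27*, *Snx31* and *Gstm1* were also among the 14 tested genes more than 2 above the other P libraries in P97. No biological explanation was tested.

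*Hprt*, to which the paper normalizes its RT-qPCR, was lower in D organoids in 3 of 3 cultures, with a log2 fold change of −0.62 (SE 0.17, limma adjusted p = 0.0251). With a total of 1000000 it was −0.34 (limma adjusted p = 0.199, in a range of 0.0175 to 0.199), so a fall and a scaling effect cannot be told apart. It was also not called without D60, D98, P60 or P98 (limma adjusted p = 0.0635, 0.0655, 0.0854 and 0.0954). *Nnt* had a mean FPKM of 14.0 in D and 7.93 in P organoids. *Cxcl12* had a log2 fold change of 4.33 (SE 0.66, limma adjusted p = 0.00259), and *Clu*, the most abundant transcript of D97 (7528), one of 3.13 (SE 0.68, limma adjusted p = 0.0107). *Krt18* (−0.10, limma adjusted p = 0.847) and *Krt7* (0.0059, limma adjusted p = 0.985) were called under no alternative. By RT-qPCR normalized to *Hprt*, the paper reports *Krt18* mRNA as higher in D organoids.

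The paper names further genes for its single-cell data, which were not analysed here. Of the 11 tested here in the bulk libraries, 2 were called, *Hes1* and *Foxq1* (log2 fold change 1.09, limma adjusted p = 0.0111), and the median of the list was 0.48 (limma camera adjusted p = 0.0388, and 0.0784 with a total of 1000000). With culture as a block 4 were called, with *Gata3* (1.12, higher in 2 of 3 cultures, limma adjusted p = 0.101, and 0.0373 with the block, in a range of 0.0111 to 0.237) and *Psca* (1.18, limma adjusted p = 0.0711, and 0.0431 with the block, in a range of 0.0102 to 0.214) added. Both were also called with a total of 1000000 and without D97, and *Psca* with quantile normalization. Without D97, 5 were called with a median of 0.89, and without P97 the median was 0.78.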
